# ATOH8 is crucial for the differentiation of human trophoblast stem cells into extravillous trophoblasts

**DOI:** 10.1038/s41598-025-22484-3

**Published:** 2025-11-04

**Authors:** Joudi Salamah, Mohamed Salamah, Bum-Kyu Lee

**Keywords:** ATOH8, EVT differentiation, Trophoblast stem cells, Trophoblast lineage differentiation placental development, Developmental biology, Stem cells

## Abstract

The transcription factor ATOH8 regulates cell fate and differentiation during development. Loss of ATOH8 leads to defects in murine placenta development, yet its specific functions in self-renewal and differentiation of human trophoblast stem cells (TSCs) remain poorly understood. Here, we reveal that ATOH8 is critical for extravillous trophoblasts (EVTs) formation while being dispensable for the self-renewal of TSCs. We show predominant ATOH8 expression in EVTs compared to syncytiotrophoblasts (STs) and TSCs. Knockdown (KD) of ATOH8 in TSCs does not alter their morphology, proliferation, or self-renewal marker expression, indicating that ATOH8 is not required for TSC maintenance. However, during EVT differentiation, ATOH8 expression gradually increases and its depletion results in pronounced morphological abnormalities, impaired expression of EVT markers, sustained TSC marker expression, and abolished invasive capacity. Conversely, ATOH8 overexpression (OE) under self-renewing conditions modestly induces EVT markers, whereas its OE during ST differentiation disrupts ST formation by reducing cell fusion and aberrantly activating EVT genes. Transcriptomic profiling reveals that the loss of ATOH8 during EVT differentiation disrupts pathways critical for placental development, including extracellular matrix organization and PI3K-AKT signaling. We also show that ATOH8 functions within a cooperative network of EVT regulators, reciprocally regulating their expression and maintaining a transcriptional circuit essential for EVT specification. Collectively, these findings establish ATOH8 as an indispensable regulator of EVT differentiation and invasive function, orchestrating EVT-specific gene programs and pathways alongside other key transcription factors to ensure proper EVT formation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-22484-3.

## Introduction

The placenta, a temporary organ that forms in the uterus during pregnancy, is crucial for a healthy pregnancy, functioning as a dynamic interface between mother and fetus. It ensures a healthy pregnancy by facilitating oxygen and nutrient transfer, eliminating waste, secreting essential hormones, and providing physical and immunological protection^1^. Disruptions in placental development and functions increase susceptibility to infections and can lead to various complications, including fetal hypoxia, intrauterine growth restriction (IUGR), preeclampsia (PE), stillbirth, and miscarriage, jeopardizing organ development and fetal survival^2^. Beyond pregnancy, placental health has lifelong implications. Placental insufficiency can program the fetus for increased risk of various chronic adult diseases, such as type 2 diabetes, hypertension, cardiovascular diseases, and psychiatric disorders in later life^3–5^. Thus, the placenta is not only central to successful gestation but also a key determinant of long-term health, underscoring its irreplaceable role in both immediate pregnancy outcomes and future well-being.

The human placenta consists of specialized trophoblasts, originating from the trophectoderm of the blastocyst, which differentiate into specialized subtypes critical for placental development and function. These include cytotrophoblasts (CTs), syncytiotrophoblasts (STs), and extravillous trophoblasts (EVTs)^6^. CTs act as progenitor cells, maintaining trophoblast renewal and differentiation into STs and EVTs. ST, a multinucleated layer that directly interfaces with maternal blood, facilitates maternal–fetal exchange of oxygen, nutrients, and waste while secreting pregnancy-sustaining hormones. EVTs invade the maternal decidua and remodel spiral arteries to optimize placental blood flow to the placenta^6^. Dysregulation of EVT differentiation or function is implicated in severe pregnancy complications, such as PE, IUGR, and miscarriage, due to impaired vascular remodeling^7,8^. Additionally, trophoblasts mediate immune tolerance by suppressing maternal immune responses to fetal antigens, preventing rejection^9^. Understanding trophoblast lineage specification and EVT invasion mechanisms is therefore fundamental to unraveling the etiology of placental disorders and developing therapeutic interventions to improve pregnancy outcomes.

EVT differentiation is governed by a tightly regulated transcriptional network that controls invasion, immune tolerance, and vascular remodeling during placentation^10–12^. A few transcription factors (TFs) have been reported as EVT regulators, including DLX3, DLX5, ASCL2, SNAI1, EPAS1, and TCF4^11,13–15^. The basic helix-loop-helix (bHLH) transcription factor ATOH8, which exhibits remarkable evolutionary conservation across species^16^, demonstrates pleiotropic functions in both developmental and physiological contexts^17^. During embryogenesis, ATOH8 serves as a critical determinant of cell fate specification and lineage differentiation across multiple organ systems, including the central nervous system, renal tissue, pancreatic development, and retinal formation^18–21^. Beyond development, ATOH8 participates in iron homeostasis maintenance and exhibits tumor suppressor activity, with loss-of-function mutations promoting stem-like properties in hepatocellular carcinoma^22^. Furthermore, ATOH8 modulates cellular responses to hypoxic stress through direct interaction with hypoxia-inducible factors^17^. In the context of placental development, murine knockout models have established ATOH8 as an essential regulator of early placental development, where it coordinates decidual vascularization and extracellular matrix reorganization^23^. It plays a pivotal role in controlling trophoblast behavior at the maternal–fetal interface, governing their invasion capabilities, proliferative activity, and differentiation potential. Through these coordinated actions, ATOH8 ensures the establishment of a functional placental architecture necessary for successful pregnancy. While ATOH8 has been demonstrated to participate in human endometrial stromal fibroblast decidualization^24^, an essential preparatory step for placental development, its specific functional contributions to human trophoblast biology remain to be fully elucidated.

In this study, we observed an upregulation of ATOH8 expression during TSCs differentiation into EVTs. Loss-of-function and gain-of-function studies demonstrated that ATOH8 is dispensable for TSC self-renewal but essential for EVT differentiation and invasion. In contrast, overexpression (OE) of ATOH8 impaired ST differentiation, whereas its OE in TSCs is not sufficient to induce EVT differentiation. These results elucidate the critical role of ATOH8 in EVT differentiation and contribute novel insights into its function in human placental development.

## Results

### ATOH8 is not required for the self-renewal of human TSCs

Previously, we performed a comprehensive bulk RNA sequencing analysis on human TSCs, TSC-derived STs, and TSC-derived EVTs^11^. This investigation revealed that ATOH8 was most highly expressed in EVTs among those trophoblasts. To substantiate this observation, we assessed ATOH8 expression across these cell types using RT-qPCR and confirmed its predominant expression in EVTs, with minimal expression detected in STs and TSCs (Fig. 1A). Supporting this, single-cell RNA sequencing data analysis consistently demonstrated that EVTs exhibited the highest levels of ATOH8 expression among various trophoblast subtypes, validating its in vivo expression in EVTs (Fig. 1B). In contrast, ST and CT showed comparatively lower ATOH8 levels.

**Fig. 1:**
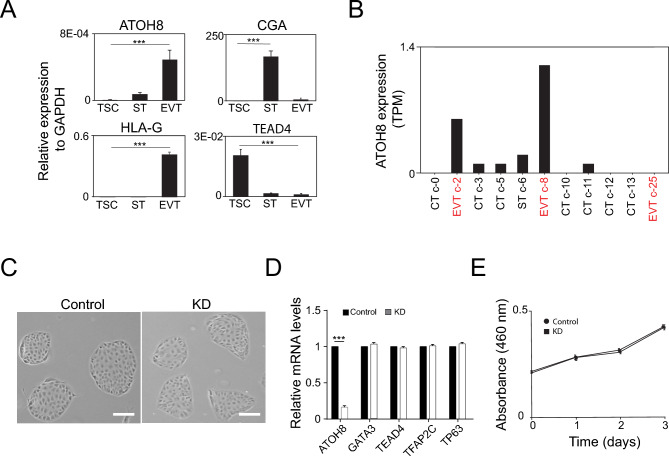
ATOH8 is not required for the self-renewal of human TSCs. (**A**) Relative mRNA expression levels of ATOH8, TEAD4 (a TSC marker), CGA (an ST marker), and HLA-G (an EVT marker) to GAPDH, in TSCs, STs, and EVTs. Error bars represent mean ± SD (standard deviation) from three independent biological replicates. Significance between experimental groups was determined using a two-tailed Student’s *t* test. Significance level of *P* < 0.005 is denoted by ***. (**B**) In vivo expression profiles of ATOH8 across various trophoblast subtypes, as determined by single-cell RNA sequencing. Data were obtained from the Human Protein Atlas website. (**C**) Bright-field microscopy images comparing control TSCs and ATOH8-KD TSCs. Scale bars indicate 100 µm. (**D**) Relative mRNA expression of TSC marker genes in ATOH8-KD TSCs compared to control TSCs. Error bars represent mean ± SD (n = 3). Significance between experimental groups was determined using a two-tailed Student’s t-test. Significance level of *P* < 0.005 is denoted by ***. (**E**) Line graph depicting the proliferation rates of control and ATOH8-KD TSCs over time. Error bars represent mean ± SD (n = 3).

To elucidate the functional significance of ATOH8 in TSCs, particularly its role in their maintenance and self-renewal, we employed RNA interference using short hairpin RNA (shRNA) to deplete ATOH8 expression. As depicted in Fig. 1C, the depletion of ATOH8 did not result in noticeable morphological alterations in TSCs. Correspondingly, quantitative analysis of TSC marker gene expression showed no significant differences between ATOH8-depleted TSCs and control TSCs (Fig. 1D). Additionally, cell proliferation assays revealed that the proliferation rate of ATOH8-depleted TSCs was comparable to that of control TSCs (Fig. 1E). Collectively, these findings indicate that ATOH8 is not essential for the self-renewal of TSCs.

### ATOH8 is essential for EVT formation

To characterize the temporal dynamics of ATOH8 expression during TSC differentiation, we conducted a time-course analysis of ATOH8 transcript levels as TSCs differentiated into STs and EVTs. Our analysis showed that ATOH8 expression gradually increased during EVT differentiation, whereas its levels remained relatively unchanged during ST formation (Fig. 2A). This gradual induction suggests that ATOH8 may play a role in activating EVT-specific transcriptional programs. To determine the necessity of ATOH8 in TSC differentiation into EVTs, we used shRNA-mediated knockdown (KD) of ATOH8 in TSCs, followed by the induction of EVT differentiation over an 8-day period. As illustrated in Fig. 2B, ATOH8-depleted cells exhibited profound morphological abnormalities compared to control EVTs, which developed characteristic elongated and protrusive structures associated with invasive behavior. Consistent with these observations, ATOH8 depletion notably reduced the expression of EVT-specific markers while sustaining high levels of the TSC marker TEAD4 (Fig. 2C). This persistent TEAD4 expression in ATOH8-depleted cells indicates that the loss of ATOH8 hinders the proper transition from a stem cell state to a differentiated EVT state. We next assessed whether ATOH8-KD cells retained proliferative capacity after differentiation. Following 8 days of differentiation toward EVT, the cells were harvested and replated in TSC culture medium. Although ATOH8-KD cells showed abnormal morphology (Supplementary Fig. 1A) and grew more slowly (Supplementary Fig. 1B) compared to TSCs, they kept proliferating, proving that they did not terminally differentiate. Therefore, ATOH8 is necessary for TSCs to fully differentiate into EVT.

**Fig. 2:**
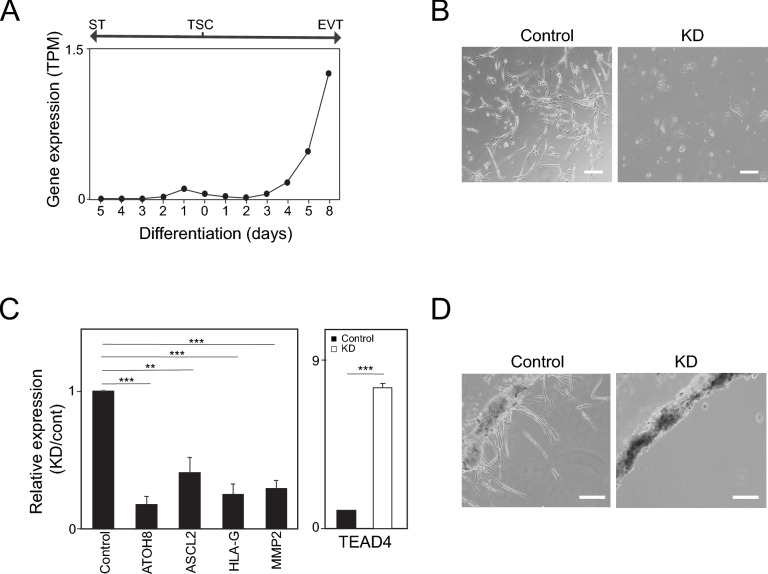
ATOH8 is indispensable for EVT formation. (**A**) Time-course analysis of ATOH8 expression during the differentiation of TSCs into STs and EVTs. (**B**) Bright-field images of control and ATOH8-KD cells following 8 days of differentiation into EVTs (ATOH8-KD EVTs). Scale bars indicate 100 µm. (**C**) Relative mRNA expression of EVT and TSC marker genes in ATOH8-KD EVTs compared to control EVTs. Error bars represent mean ± SD from three independent biological replicates. Significance between experimental groups was determined using a two-tailed Student’s t-test. Significance levels of *P* < 0.01 and *P* < 0.005 are denoted by ** and ***, respectively. (**D**) Bright-field images demonstrating the invasive capacity of control and ATOH8-KD cells after 8 days of EVT differentiation. Scale bars indicate 100 µm.

Given that a hallmark of EVT function is its invasive capability, we assessed the effect of ATOH8 depletion on this property. Invasion assay revealed that ATOH8 depletion severely compromised the invasive capacity of EVTs (Fig. 2D). Together, our findings demonstrate that ATOH8 is essential for both the differentiation of TSCs into EVTs and the acquisition of their invasive properties, highlighting its fundamental role in placental development and the establishment of a successful pregnancy.

### Context-dependent role of ATOH8 in trophoblast lineage specification

Previous research has shown that the ectopic expression of a single TF can influence cell fate decisions^25^. In this study, we sought to determine whether forced expression of ATOH8 in TSCs is sufficient to induce EVT differentiation, even under conditions that typically promote self-renewal. To test the hypothesis, we utilized the pSBFB vector system^26^ to overexpress ATOH8 in TSCs. Under self-renewing conditions, ATOH8 OE did not result in noticeable morphological changes in the TSCs (Fig. 3A). Although we observed a modest increase in the expression of several EVT marker genes, the overall expression levels were not significantly different from those of control cells (Fig. 3B and C). These results suggest that merely elevating ATOH8 levels in a self-renewing environment is insufficient to robustly trigger EVT differentiation. In contrast, when ATOH8 was overexpressed during the differentiation of TSCs into STs, we observed significantly less aggregation of cells, indicating defects in cell fusion, a critical process for proper ST formation (Fig. 3D). Additionally, this condition was accompanied by an unexpected increase in the expression of EVT marker genes, alongside a decrease in the expression of established ST markers (Fig. 3F). These findings suggest that excessive level of ATOH8 can interfere with normal ST differentiation and may instead promote a partial or aberrant induction of EVT-specific gene programs. In summary, our findings indicate that while ATOH8 OE in TSCs under self-renewing conditions exerts minimal impact on morphology and EVT marker expression, its elevated expression during ST differentiation disrupts normal ST formation and biases cells towards an EVT differentiation program.

**Fig. 3:**
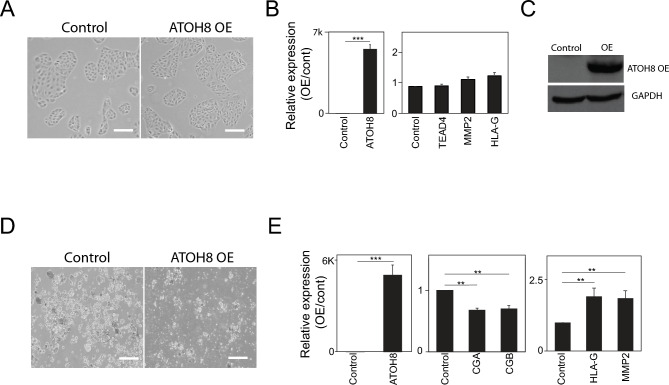
Context-dependent role of ATOH8 in trophoblast lineage specification. (**A**) Bright-field images of control TSCs and TSCs overexpressing ATOH8 (ATOH8-OE). Scale bars indicate 100 µm. (**B**) Relative mRNA levels of ATOH8 and TSC marker genes in ATOH8-OE TSCs compared to control TSCs. Error bars represent mean ± SD from three independent biological replicates. Significance between experimental groups was determined using a two-tailed Student’s t-test. Significance levels of *P* < 0.01 and *P* < 0.005 are denoted by ** and ***, respectively. (**C**) Western blot analysis of ATOH8 in ATOH8-OE TSCs and control cells using a streptavidin antibody. The original blots are presented in the supplementary Fig. 2. (**D**) Bright-field images of control and ATOH8-OE cells following 5 days of differentiation into STs (ATOH8-OE STs). Scale bars indicate 100 µm. (**E**) Relative mRNA expression of ATOH8, ST markers (CGA and CGB), and EVT markers (HLA-G and MMP2) in ATOH8-OE STs relative to control STs. Error bars represent mean ± SD from three independent biological replicates. Significance between experimental groups was determined using a two-tailed Student’s t-test. Significance levels of *P* < 0.01 and *P* < 0.005 are denoted by ** and ***, respectively.

### ATOH8 regulates the transcriptional programs and pathways that are crucial for the formation of EVT

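EVTs, the trophoblasts that leave the placenta and invade the maternal tissue, were obtained by differentiating CT27, an established line of human TSCs, for 8 days. Control EVTs and EVTs expressing a short hairpin RNA (shRNA) against ATOH8 (ATOH8-KD EVTs) were each represented by 3 libraries of polyadenylated RNA. ATOH8, a basic helix-loop-helix transcription factor and the target of the shRNA, was at 4.66, 5.19 and 5.47 TPM in control replicates 1, 2 and 3 and at 1.33, 1.50 and 1.63 TPM in ATOH8-KD replicates 1, 2 and 3. Its mean in ATOH8-KD EVTs was 29.1% of the control mean, and every ATOH8-KD library was below every control library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). In limma the log2 fold change of ATOH8 was -1.72 (standard error 0.21, adjusted p = 0.0016). Without control replicate 1, 2 or 3 it was -1.78, -1.71 or -1.67, with adjusted p of 0.0105, 0.0134 and 0.0148, above the threshold of 0.01.

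The libraries differed between the groups beyond ATOH8. Between 15668 and 15985 genes reached 0.5 TPM in control EVTs, against 16866 to 17672 in ATOH8-KD EVTs. The 20 most abundant transcripts of each library took 19.1% to 20.6% of all TPM in control EVTs and 12.0% to 14.6% in ATOH8-KD EVTs. Transcripts of the mitochondrial genome took 9.70%, 10.2% and 8.87% of TPM in control replicates 1, 2 and 3 and 7.42%, 3.89% and 2.94% in ATOH8-KD replicates 1, 2 and 3.

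The authors quantified the reads with Salmon and deposited TPM values per gene, which scale every library to the same total. The read depth of each library is therefore unknown, and a change shared by most transcripts cannot be seen in these values. In the table 22104 genes were at 0 in all 6 libraries. The 16651 genes with at least 0.5 TPM in at least 3 libraries were compared with limma on log2(TPM + 0.1), so fold changes are on that scale, which understates the change of genes at low levels. Genes are called higher or lower at an absolute log2 fold change above 1 and an adjusted p under 0.01, the thresholds of the paper. The median log2 fold change of all genes tested was 0.19. It became -0.01 after rescaling the libraries by the median of ratios and -0.10 after quantile normalization. The sources used here do not say whether the 3 libraries of a group came from separate cultures, so the p-values measure only the spread between these libraries, which may be technical.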

To identify the genes regulated by ATOH8 and elucidate their functional roles in EVTs, we performed RNA sequencing (RNA-seq) on both control and ATOH8-depleted EVTs. The RNA-seq reads were aligned to the human transcriptome (GRCh38) from GENCODE (v37) using the Salmon mapper^27^. Principal component analysis (PCA) unveiled distinct clustering between ATOH8-depleted EVTs and control EVTs, confirming significant transcriptomic disruptions due to the loss of ATOH8 (Fig. 4A). 

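The 3 control EVT libraries and the 3 ATOH8-KD EVT libraries were separated on the first principal component, which held 44.1% of the variance of the 500 most variable genes. On this component the control libraries lay at -43.3, -34.6 and -36.2 and the ATOH8-KD libraries at 41.6, 44.2 and 28.2 (replicates 1, 2 and 3 of each group). The second component, with 22.7% of the variance, set ATOH8-KD replicate 3 (53.9) apart from the other 5 libraries (-21.2 to 16.8). Over the 16651 genes tested, Pearson's r between libraries was 0.961 to 0.967 among control EVTs, 0.919 to 0.956 among ATOH8-KD EVTs and 0.869 to 0.902 between the groups. These correlations are across genes, which are not independent replicates. The control EVTs thus lay closer to each other than the ATOH8-KD EVTs did, and every pair within a group had a higher r than every pair between the groups. With a pseudocount of 1, which reduces the weight of genes at low levels, the first component held 68.1% of the variance.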

Differential expression analysis performed with DESeq2^28^ identified statistically significantly differentially expressed genes (DEGs) between ATOH8-depleted and control EVTs. 

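In ATOH8-KD EVTs, 1590 genes were higher and 325 were lower than in control EVTs in limma. Among the 10 largest rises of genes with a mean of at least 5 TPM in the higher group, COL17A1, a transmembrane collagen of hemidesmosomes, went from 1.34 ± 0.44 to 127 ± 6.79 TPM (SD, n = 3), a log2 fold change of 6.50 with a standard error of 0.24. PRAP1 went from 0.372 ± 0.357 to 61.5 ± 17.1 TPM, C19orf33 from 1.93 ± 0.64 to 276 ± 106 TPM and MAL, a lipid raft protein of epithelia, from 0.0676 ± 0.0753 to 9.79 ± 2.61 TPM. OXTR, the oxytocin receptor, was at 0.515 ± 0.102 TPM in control EVTs and 40.0 ± 13.0 TPM in ATOH8-KD EVTs. MIA was listed at 0 in every control library and reached 6.24 ± 0.50 TPM in ATOH8-KD EVTs. The largest falls included AIRE, a transcriptional regulator known from the thymus, from 16.1 ± 0.67 to 1.63 ± 0.24 TPM, DNMT3L, a cofactor of de novo DNA methylation, from 19.4 ± 1.69 to 2.10 ± 0.76 TPM, and LIN28A, an RNA-binding protein of early embryonic cells, from 12.9 ± 0.90 to 1.44 ± 0.17 TPM. DUOXA1 fell from 5.26 ± 1.02 to 0.587 ± 0.214 TPM and IL10RA, a chain of the interleukin-10 receptor, had a log2 fold change of -2.76. CSH2, a placental lactogen gene, fell from 3880 ± 197 to 501 ± 211 TPM, with the limit that it is nearly identical to its neighbours and may share their reads.

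The remaining members of the largest changes are short RNAs, pseudogenes and long noncoding RNAs whose values are uncertain, because reads of their copies or of a gene on the other strand may be assigned to them and the sources used here do not state that strand was used. MIR205, MIR3677, RNU6-36P and PTCHD3P1 were listed at 0 in all control libraries, with means of 24.3, 15.7, 64.6 and 8.54 TPM in ATOH8-KD EVTs. BZW1P2 and RNU6-610P were listed at 0 in all ATOH8-KD libraries, with means of 12.8 and 6.68 TPM in control EVTs. EGFR-AS1 fell from 8.23 to 0.651 TPM and LINC01602 from 9.39 to 0.841 TPM.

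Protein-coding genes made up 1379 of the higher and 258 of the lower genes. For all 1915 called genes the 3 libraries of a group lay on the same side of the 3 libraries of the other, as for 45.3% of the genes tested, where chance gives 10%. For the called genes this follows largely from their selection on the same libraries. Higher genes were 83.0% of those called, against 65.4% (1284 higher, 679 lower) after rescaling by the median of ratios and 58.6% (1110 higher, 784 lower) after quantile normalization. Without ATOH8-KD replicate 1 there were 774 higher and 165 lower genes, and without ATOH8-KD replicate 3 there were 1715 and 808. Without control replicate 1, 2 or 3 there were 803 and 95, 743 and 100, or 742 and 89, and with no filter on low values 1021 and 176.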

Using a cutoff of |log2 fold change|> 1 and adjusted *p* value < 0.01, we identified 1968 upregulated and 1071 downregulated genes in ATOH8-depleted EVTs compared to controls (Fig. 4B and Supplementary Table 1). 

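F3, which encodes tissue factor, the initiator of blood coagulation, was at 2.75, 1.92 and 2.29 TPM in control replicates 1, 2 and 3 and at 66.9, 56.9 and 88.8 TPM in ATOH8-KD replicates 1, 2 and 3. TAGLN, an actin-binding protein of contractile cells, was at 10.6, 10.7 and 11.0 TPM in the control libraries and at 235, 253 and 190 TPM in the ATOH8-KD libraries. GNG4, a G protein gamma subunit, went the other way, from 140, 135 and 143 TPM to 30.3, 27.2 and 25.7 TPM. TCF7L2, a transcription factor of the WNT pathway, was at 117, 89.9 and 98.6 TPM in the control libraries and at 41.4, 27.3 and 38.6 TPM in the ATOH8-KD libraries. The adjusted p values from limma were 5.54e-05 for F3, 3.29e-05 for TAGLN, 7.28e-05 for GNG4 and 0.00205 for TCF7L2. That of TCF7L2 became 0.0127 without control replicate 1 and 0.0134 without control replicate 3.

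Each of the 1590 higher genes was above all control libraries in every ATOH8-KD library, with median log2 ratios to the control mean of 2.12, 2.07 and 2.31 in ATOH8-KD replicates 1, 2 and 3. Each of the 325 lower genes was below all control libraries in every ATOH8-KD library, with median log2 ratios of -1.50, -1.75 and -1.39. The genes were called on these same libraries, so the separation and the ratios follow largely from the selection.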

Clustering analysis of these DEGs segregated them into two major gene groups corresponding to up- and down-regulated genes (Fig. 4C). 

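HLA-G, the class I molecule that marks EVTs, fell from 2884 ± 131 TPM (SD, n = 3) in control EVTs to 1435 ± 175 TPM (SD, n = 3) in ATOH8-KD EVTs. Its log2 fold change was -1.01 (standard error 0.13, adjusted p = 0.00178 from limma), and reads may be shared with other HLA class I genes. MMP2, a gelatinase that degrades basement membrane collagen, fell from 1675 ± 120 to 692 ± 229 TPM (log2 fold change -1.32, standard error 0.22, adjusted p = 0.00595 from limma). ASCL2, a helix-loop-helix factor of the trophoblast, was at 385 ± 21.0 TPM in control EVTs and 199 ± 22.8 TPM in ATOH8-KD EVTs, a log2 fold change of -0.96 that passed the p threshold (adjusted p = 0.00225 from limma) but not the fold threshold.

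The TSC markers TP63 and TEAD4 were both higher in ATOH8-KD EVTs. TP63, a p53 family factor of epithelial progenitors, was at 0.599 ± 0.066 TPM in control EVTs and 5.75 ± 3.02 TPM in ATOH8-KD EVTs (log2 fold change 2.94, standard error 0.40, adjusted p = 0.00256 from limma). TEAD4, the DNA-binding partner of YAP, was at 2.95 ± 0.024 and 21.0 ± 5.20 TPM (log2 fold change 2.76, standard error 0.22, adjusted p = 0.000281 from limma). GATA3, a factor shared by trophoblast cell types, is also in the list of TSC and CT markers used below and did not change. It was at 234 ± 8.10 and 235 ± 18.7 TPM, with a log2 fold change of 0.01 (adjusted p = 0.967 from limma) that became -0.20 after rescaling by the median of ratios. GAPDH, the reference gene of the RT-qPCR, had a log2 fold change of -0.10 (adjusted p = 0.577 from limma). CGA and CGB3, the subunit genes of chorionic gonadotropin, made by STs, had log2 fold changes of -0.62 and -0.71 (adjusted p = 0.021 and 0.0277 from limma), and CGB3 may share reads with its near-identical copies. CGA was at 20214 ± 1247 TPM in control EVTs and 13289 ± 2124 TPM in ATOH8-KD EVTs. CGB3 was at 8914 ± 749 and 5525 ± 1173 TPM. Both were thus above HLA-G in control EVTs, and the purity of the cultures was not measured here. With the trend on length and GC content removed CGB3 passed both thresholds (-1.16, adjusted p = 0.000181 from limma). In GRCh38, HLA-G lies on chromosome 6 from 29826967 to 29831125, MMP2 on chromosome 16 from 55389700 to 55506691, ASCL2 on chromosome 11 from 2268498 to 2270588, TP63 on chromosome 3 from 189631389 to 189897276 and TEAD4 on chromosome 12 from 2959330 to 3040676.

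HLA-G missed the fold threshold without ATOH8-KD replicate 1 and after quantile normalization (-0.93 in both), the p threshold with no filter and without each control replicate (adjusted p = 0.0112 to 0.0149 from limma), and both without control replicate 3 (-0.98). MMP2 missed the p threshold without each library except ATOH8-KD replicate 3, with no filter and after quantile normalization (adjusted p = 0.0120 to 0.0296 from limma). TP63 missed it without ATOH8-KD replicate 1 and each control replicate (adjusted p = 0.0118 to 0.0154 from limma). ASCL2 passed both thresholds after rescaling by the median of ratios (-1.16), after quantile normalization (-1.13), with the mitochondrial genes removed (-1.03), without ATOH8-KD replicate 2 (-1.04) and with the trend on length and GC content removed (-1.48).

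**Figure D1:**
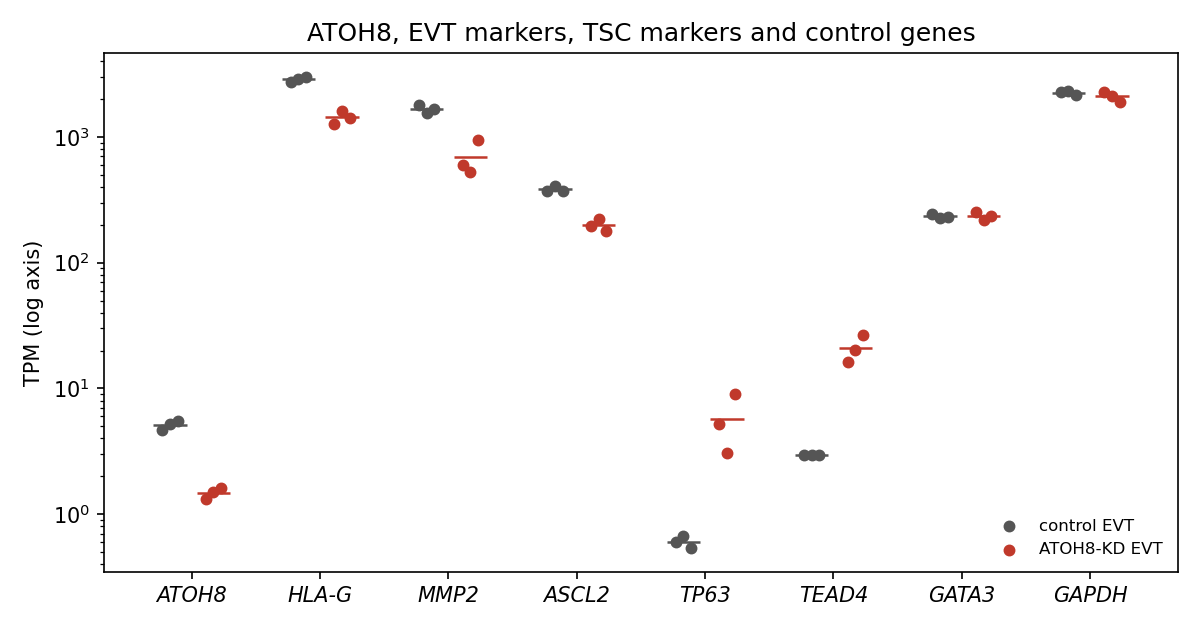
TPM (log axis) of ATOH8, the EVT markers HLA-G, MMP2 and ASCL2, the TSC markers TP63 and TEAD4, and GATA3 and GAPDH. Each point is a library (grey, control EVTs; red, ATOH8-KD EVTs; 3 per group) and each line the mean of its group; the points of TP63 run from 0.535 to 0.667 in control EVTs and from 3.05 to 9.00 in ATOH8-KD EVTs.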

The expression of TSC marker genes, such as TP63 and TEAD4, remained stable, whereas the induction of EVT marker genes was compromised in ATOH8-depleted EVTs.

**Fig. 4:**
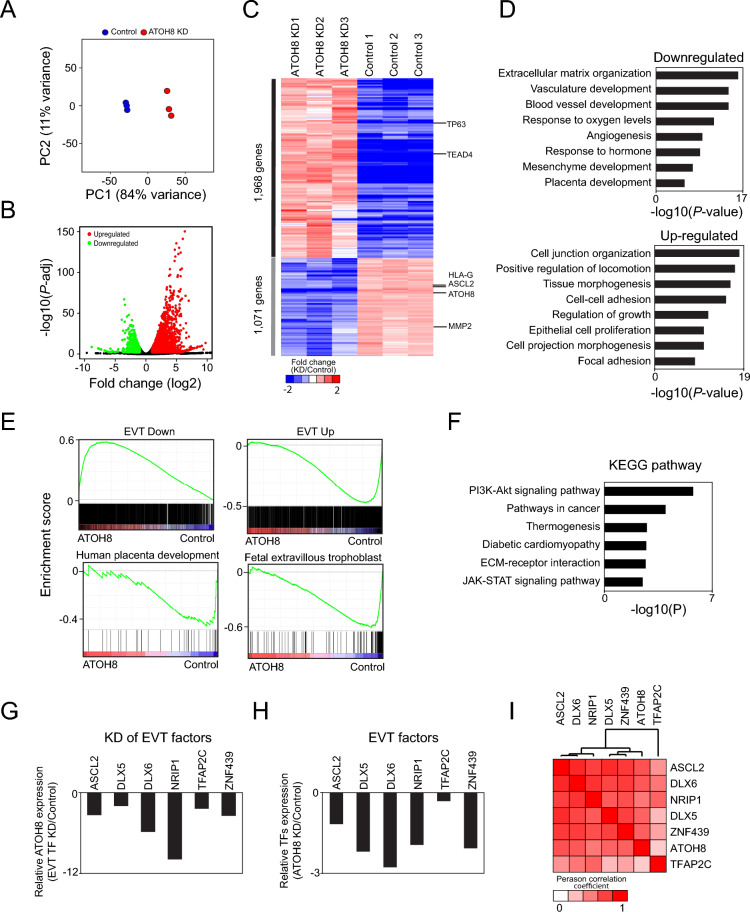
ATOH8 regulates EVT-active transcriptional programs and pathways critical for EVT formation. (**A**) Principal component analysis (PCA) revealing distinct gene expression profiles between ATOH8-KD EVTs and control EVTs. (**B**) Volcano plot highlighting significantly upregulated and downregulated genes in ATOH8-KD EVTs compared to control EVTs. (**C**) Heatmap illustrating differential gene expression between ATOH8-KD EVTs and control EVTs, with key genes such as TSC markers (TP63 and TEAD4), EVT markers (HLA-G, ASCL2, MMP2), and ATOH8 annotated. (**D**) Gene Ontology (GO) enrichment analysis of upregulated and downregulated DEGs in ATOH8-KD EVTs. (**E**) Gene Set Enrichment Analysis (GSEA) indicating impaired activation of gene sets related to EVT activity, human placental development, and fetal EVT in ATOH8-KD EVTs. (**F**) KEGG pathway enrichment analysis of downregulated DEGs in ATOH8-KD EVTs. (**G**) Expression levels of ATOH8 in EVTs with KD of various TFs relative to control EVTs. (**H**) Relative expression of key EVT regulators in ATOH8-KD EVTs compared to control EVTs. (**I**) Pairwise correlation analysis of gene expression profiles following KD of TFs.

Subsequent Gene Ontology (GO) analysis was conducted separately for up- and down-regulated DEGs. 

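FN1, the fibronectin of the extracellular matrix, ACAN, a large proteoglycan, MFAP2, a component of microfibrils, and MMP15, a membrane-bound metalloproteinase, were lower in ATOH8-KD EVTs, with log2 fold changes of -1.91, -2.49, -1.51 and -1.55. Of 100 measured genes of the extracellular matrix, 20 were lower, 30 were higher and 50 did not pass the test (24 lower and 30 higher when adjusted over the list alone). The higher members included LAMA1, LAMB3 and TGFBI, which encode chains of laminin and a matrix protein induced by TGF-beta, with log2 fold changes of 3.60, 4.96 and 4.71. Lower genes were more frequent in this list than among the other genes tested (odds ratio 13.3, adjusted p = 1.88e-13 from Fisher's exact test), and so were higher genes (odds ratio 4.12, adjusted p = 9.89e-08). Here and below, Fisher's exact test treats the genes as independent, so its p-values are too small where members change together. The lists were written after the paper's called genes had been seen, so these overlaps are not independent evidence. Of 69 measured genes of blood vessel development, 11 were lower and 13 were higher (13 lower and 13 higher when adjusted over the list alone). TGFB1, a growth factor of the TGF-beta family, EFNA1, an ephrin, FLT4, a receptor of VEGF-C, and PROCR, the endothelial protein C receptor, were lower, with log2 fold changes of -1.16, -1.14, -2.61 and -1.02. CCN1, a matricellular protein, PDGFA, a growth factor, EDN1, the precursor of endothelin, and COL18A1, the precursor of endostatin, were higher, with log2 fold changes of 3.21, 2.67, 4.05 and 3.07. The odds ratio of this list was 9.82 for lower genes (adjusted p = 8.8e-07 from Fisher's exact test) and 2.21 for higher genes (adjusted p = 0.0572). Of 85 measured genes of placenta development, 7 were lower and 16 were higher (7 lower and 16 higher when adjusted over the list alone), with odds ratios of 4.58 for lower genes (adjusted p = 0.00572 from Fisher's exact test) and 2.21 for higher genes (adjusted p = 0.0248).

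Against all other genes, camera placed the lists of the extracellular matrix and of vessel development lower (adjusted p = 0.0341 and 0.00379), and with an estimated correlation adjusted p = 0.923 for both. Their medians were -0.25 and -0.34 while their means were 0.40 and 0.09. After rescaling by the median of ratios 32 matrix genes were lower and 27 higher, 19 vessel genes lower and 13 higher, and 15 placenta genes lower and 16 higher. After quantile normalization these were 28 and 25, 17 and 13, and 12 and 15.

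Lower matrix genes numbered 12 without ATOH8-KD replicate 1, 9, 9 and 8 without control replicates 1, 2 and 3 and 11 with no filter, and higher matrix genes 19, 19, 18 and 18 without ATOH8-KD replicate 1 and control replicates 1, 2 and 3. Lower vessel genes numbered 5 without ATOH8-KD replicate 1 or 2, 21 without ATOH8-KD replicate 3, 4, 3 and 4 without control replicates 1, 2 and 3, 6 with no filter and 17 with the trend on length and GC content removed. Higher vessel genes numbered 7, 8, 7 and 7 without ATOH8-KD replicate 1 and control replicates 1, 2 and 3. Lower placenta genes numbered 14 without ATOH8-KD replicate 3, 4 without control replicate 1, 2 or 3 and 12 with that trend removed. PROCR missed the fold threshold without ATOH8-KD replicate 2 (-0.96) and the p threshold without each control replicate (adjusted p = 0.0102 to 0.0114 from limma).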

The downregulated genes in ATOH8-depleted EVTs showed an enrichment for terms related to extracellular matrix organization, blood vessel development, and placenta development (Fig. 4D). In contrast, the upregulated genes were predominantly linked to cell junction organization, cell–cell interaction, and epithelial cell proliferation. These findings indicate that ATOH8 depletion in EVT differentiation diminishes invasive capacity while promoting a more proliferative state. 

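CLDN11 and CLDN6, claudins of tight junctions, and ITGB4, the integrin subunit of hemidesmosomes, were higher in ATOH8-KD EVTs. CLDN11 went from 0.237 ± 0.038 to 14.1 ± 1.72 TPM (SD, n = 3), CLDN6 from 70.2 ± 3.83 to 465 ± 45.4 TPM and ITGB4 from 33.3 ± 3.80 to 295 ± 28.4 TPM. Of 63 measured genes of cell junctions, 29 were higher and 0 were lower in limma (30 and 0 when adjusted over the list alone; 41 higher and 2 lower at an unadjusted p under 0.05). Their median log2 fold change was 1.19, and camera placed the list higher than the other genes (adjusted p = 2.21e-06; adjusted p = 0.745 with an estimated correlation). The odds ratio of the list among higher genes was 8.21 (adjusted p = 1.66e-12 from Fisher's exact test). Without ATOH8-KD replicate 3, 3 junction genes were lower.

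Keratins, the intermediate filaments of epithelia, were higher in 4 of 13 measured members and lower in 0 in limma (5 and 0 when adjusted over the list alone; 9 higher and 0 lower at an unadjusted p under 0.05). KRT17, KRT15, KRT14 and KRT80 had log2 fold changes of 4.58, 2.46, 2.09 and 2.32, and keratins have close relatives and pseudogenes that may share reads. The keratin list was higher in camera (adjusted p = 0.00033; adjusted p = 0.322 with an estimated correlation), and KRT80 lost its call without ATOH8-KD replicate 1 (adjusted p = 0.0132 from limma) and without control replicates 1, 2 and 3 (adjusted p = 0.0116, 0.0127 and 0.0125). Of 9 measured genes of squamous epithelium, 4 were higher and 0 lower in limma (5 and 0 when adjusted over the list alone; 5 higher and 1 lower at an unadjusted p under 0.05; camera adjusted p = 0.0772). They were S100A9, a calcium-binding protein, from 1.29 to 29.2 TPM, TGM1, a transglutaminase of the cornified envelope, from 1.86 to 6.46 TPM, CNFN, from 0.128 to 2.99 TPM, and SPRR3, listed at 0 in the control libraries and at 1.19 TPM in ATOH8-KD EVTs. The count of higher squamous genes was 1 without ATOH8-KD replicate 1, 2 without control replicate 2 or 3 and 2 with a filter of 2 TPM. CNFN and TGM1 were lost in each of these removals (adjusted p = 0.0111 to 0.0198 from limma), CNFN also without ATOH8-KD replicate 2, with a pseudocount of 0.01, with no filter and with group weights (0.0123 to 0.0180) and SPRR3 without ATOH8-KD replicate 1 (0.0104).

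Integrins, the receptors by which cells bind the matrix, were higher in 5 and lower in 1 of 12 measured members (6 and 2 when adjusted over the list alone; camera adjusted p = 0.487). ITGB6 rose from 0.218 to 14.6 TPM, ITGA3 and ITGB5 had log2 fold changes of 1.85 and 1.67, and ITGA5, the fibronectin receptor subunit, fell from 974 to 439 TPM. Of 11 measured genes of the epithelial-mesenchymal transition, 5 were higher and 2 lower (5 and 4 when adjusted over the list alone; camera adjusted p = 0.954). SNAI2 and TWIST1, transcription factors of this transition, S100A4 and VIM, the mesenchymal filament protein vimentin, were higher, with log2 fold changes of 5.11, 2.52, 3.29 and 3.41, and the lower members were TGFB1 and SNAI1. The median of the list was -0.22 and its mean 0.90, and fry, which tests the members against no change, placed it higher (adjusted p = 0.00272). Stromal markers were higher as well, in 6 of 8 measured members, and lower in 0. Without control replicate 1, 2 or 3, 3 integrins were higher and 1 gene of the transition was lower, and without ATOH8-KD replicate 3, 4 integrins and 4 genes of the transition were lower. ITGA5 lost its call without each library except ATOH8-KD replicate 3 (-0.97 without ATOH8-KD replicate 2, otherwise adjusted p = 0.0204 to 0.0283 from limma) and with no filter (adjusted p = 0.0176), ITGB5 without each control replicate (adjusted p = 0.0116 to 0.0133) and SNAI1 without each control replicate (adjusted p = 0.0101 to 0.0111).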

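TYMS, thymidylate synthase, TK1, thymidine kinase, ORC6, a subunit of the origin recognition complex, and POLD1, the catalytic subunit of DNA polymerase delta, were higher in ATOH8-KD EVTs. The log2 fold changes of TYMS, TK1 and ORC6 were 1.33, 1.28 and 1.16, and POLD1 went from 10.6 to 23.9 TPM. Of 50 measured genes of S phase, 7 were higher, 1 was lower and 42 did not pass the test (10 higher and 1 lower when adjusted over the list alone). The lower gene was CCNE1, the cyclin of the entry into S phase, which went from 974 ± 80.7 to 388 ± 91.2 TPM (SD, n = 3), a log2 fold change of -1.35 with a standard error of 0.18 (adjusted p = 0.00224 from limma). TACC3, a spindle protein, BIRC5, which encodes survivin, PTTG1, which encodes securin, and CDC20, an activator of the anaphase-promoting complex, were higher, with log2 fold changes of 1.85, 1.77, 1.78 and 1.33. Of 50 measured genes of mitosis, 11 were higher and 0 lower in limma (11 and 0 when adjusted over the list alone; 29 higher and 0 lower at an unadjusted p under 0.05). The median log2 fold change was 0.74 over the genes of S phase and 0.81 over those of mitosis. Against the other genes, camera placed both lists higher (adjusted p = 0.00011 and 5.15e-05), with adjusted p = 0.745 for both with an estimated correlation. In Fisher's exact test the odds ratio for higher genes was 1.54 for S phase (adjusted p = 0.596) and 2.68 for mitosis (adjusted p = 0.022).

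Higher genes of S phase numbered 2 and 4 without ATOH8-KD replicates 1 and 2, 1 without control replicate 1, 2 or 3, and 3 with no filter, after rescaling by the median of ratios and after quantile normalization. Higher genes of mitosis numbered 5 without ATOH8-KD replicate 1, 6, 5 and 4 without control replicates 1, 2 and 3, 7 with no filter and 7 with a variance weight for each group. CCNE1 and ORC6 lost their calls without ATOH8-KD replicate 1 and without each control replicate (adjusted p = 0.0103 to 0.0254 from limma). POLD1 lost its call without each library except ATOH8-KD replicate 3 (adjusted p = 0.0112 to 0.0294 from limma), TK1 without each control replicate (0.0154 to 0.0202) and CDC20 without control replicate 3 (0.0108). After the rescalings by the median of ratios and by quantiles, POLD1 (0.97 and 0.92) and ORC6 (0.96 and 0.89) missed the fold threshold. With the trend on length and GC content removed, POLD1 (0.99) and TK1 (0.92) missed it. POLD1 also lost its call with no filter and with a variance weight for each group (adjusted p = 0.0105 in both from limma), and ORC6 with the replicate block (adjusted p = 0.0103).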

To further delineate the biological processes and pathways affected by ATOH8 depletion, we performed Gene Set Enrichment Analysis (GSEA)^29^. The analysis revealed that ATOH8 depletion not only hindered the induction of EVT-associated genes but also impaired the repression of genes that are typically downregulated during TSC differentiation into EVTs (Fig. 4E). Moreover, the depletion of ATOH8 interferes with crucial processes necessary for human placenta development, particularly in fetal EVTs. 

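FN1, fibronectin, fell from 1392 ± 14.5 to 371 ± 49.1 TPM (SD, n = 3), and NOTUM, a secreted inhibitor of WNT proteins, from 2691 ± 1.21 to 754 ± 88.4 TPM. HTRA1, a secreted serine protease, had a log2 fold change of -1.39 and CSH1, a placental lactogen gene with near-identical neighbours that may share its reads, a log2 fold change of -1.93. Of 37 measured EVT markers, 18 were lower, 2 were higher and 17 did not pass the test in limma (23 lower and 2 higher when adjusted over the list alone). The higher EVT markers were AOC1, diamine oxidase, from 0.206 to 2.22 TPM, and TIMP3, an inhibitor of metalloproteinases, from 430 to 1120 TPM. The list had a median log2 fold change of -1.18 and was lower than the other genes in camera (adjusted p = 2.62e-14; adjusted p = 0.322 with an estimated correlation). In Fisher's exact test its odds ratio among lower genes was 50.2 (adjusted p = 1.07e-19). That test treats the members as independent, and the list was not blind to the paper's calls.

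PEG10, an imprinted gene of retroviral origin, rose from 29.5 ± 4.01 to 704 ± 116 TPM, PAGE4 from 18.5 ± 2.36 to 597 ± 188 TPM, EPCAM, an adhesion molecule of epithelia, from 11.6 ± 0.47 to 211 ± 57.9 TPM and BCAM, a laminin-binding adhesion molecule, from 11.7 ± 0.56 to 68.3 ± 2.39 TPM. Of 27 measured markers of TSCs and of cytotrophoblasts (CTs), the proliferative cells of the placenta, 15 were higher, 1 was lower and 11 did not pass the test (16 higher and 1 lower when adjusted over the list alone). The lower marker was TFAP2A, an AP-2 transcription factor, with a log2 fold change of -1.11. The median of the list was 2.33, and camera placed it higher than the other genes (adjusted p = 3.62e-06; adjusted p = 0.476 with an estimated correlation). The odds ratio among higher genes was 11.9 (adjusted p = 4.31e-08 from Fisher's exact test).

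Lower EVT markers numbered 10 without ATOH8-KD replicate 1, 7 without control replicate 1, 2 or 3 and 9 with no filter. TIMP3 and TFAP2A lost their calls without ATOH8-KD replicate 1 and without each control replicate (adjusted p = 0.0187 to 0.0316 from limma). TFAP2A missed the fold threshold without ATOH8-KD replicate 2 (-0.94). Both lost their calls with no filter and TIMP3 after quantile normalization (adjusted p = 0.0146 to 0.0175 from limma).

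**Figure D2:**
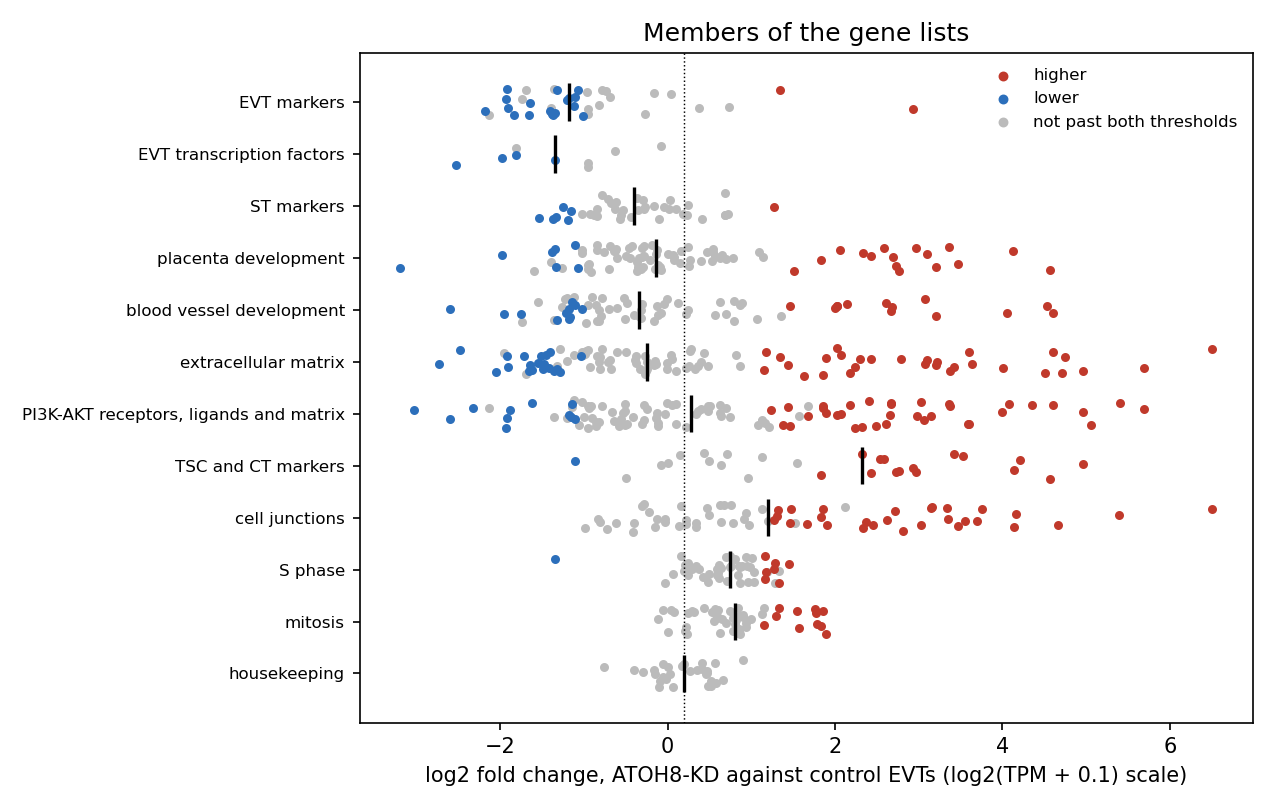
Log2 fold change of ATOH8-KD against control EVTs, on the log2(TPM + 0.1) scale, of each measured member of the gene lists named on the vertical axis. Each point is a gene, coloured by whether it was higher, lower or did not pass the test (black lines, medians of the lists; dotted line, median of all genes tested, 0.19); the medians run from -1.35 for the EVT transcription factors to 2.33 for the TSC and CT markers.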

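Genes that act in placenta development went both ways in ATOH8-KD EVTs. DNMT3L, with a log2 fold change of -3.20, LEP, which encodes leptin (-1.33), HTRA1 and the homeobox gene DLX5 were the lower members with the smallest adjusted p. The higher members with the smallest adjusted p included ST14, the membrane protease matriptase, which went from 7.48 ± 0.22 to 134 ± 18.9 TPM (SD, n = 3), and NR2F2, a nuclear receptor, which went from 18.6 ± 1.96 to 77.6 ± 8.12 TPM. The median log2 fold change of the placenta list was -0.14 and its mean 0.26. Camera did not place the list apart from the other genes (adjusted p = 0.0785; adjusted p = 0.964 with an estimated correlation). With the trend on length and GC content removed camera placed it lower (adjusted p = 0.0166, against 0.0593 on the same genes with the trend kept). An estimated correlation was not used with the trend removed.

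Among markers of STs, the fused hormone-producing layer of the placenta, MFSD2A, a lipid transporter, fell from 50.7 to 17.4 TPM. PSG3, a pregnancy-specific glycoprotein gene, and ERVV-1, of retroviral origin, were lower as well, with log2 fold changes of -1.37 and -1.19, while PSG1 was higher, with a log2 fold change of 1.27. Of the 40 measured ST markers, 6 were lower, 1 was higher and 33 did not pass the test in limma (6 lower and 1 higher when adjusted over the list alone). Several of them, such as the chorionic gonadotropin beta and PSG genes, are near-identical copies whose reads may be split. The list was lower than the other genes in camera (adjusted p = 3.19e-06; adjusted p = 0.322 with an estimated correlation), with a median of -0.40. Lower ST markers numbered 2 without control replicate 1, 2 or 3, 10 after rescaling by the median of ratios and 11 with the trend on length and GC content removed. ERVV-1, PSG1 and PSG3 lost their calls without each control replicate (adjusted p = 0.0113 to 0.0162 from limma).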

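PIK3CD, the delta catalytic subunit of PI3K, and IRS1, an adaptor of the insulin receptor, were higher in ATOH8-KD EVTs, with means of 0.83 ± 0.26 and 6.65 ± 1.64 TPM (SD, n = 3) for PIK3CD and of 0.267 ± 0.072 and 4.12 ± 1.83 TPM for IRS1 in control and ATOH8-KD EVTs. MDM2, the ubiquitin ligase of p53, and CDKN1A, the cell cycle inhibitor p21, were also higher, with log2 fold changes of 1.08 and 1.25. Of 45 measured genes of the PI3K-AKT core, the kinases and their direct regulators and targets, 6 were higher and 0 were lower in limma (7 and 1 when adjusted over the list alone; 13 higher and 7 lower at an unadjusted p under 0.05). Their median log2 fold change was 0.09, and camera did not place them apart from the other genes (adjusted p = 0.832). The list holds inhibitors of the pathway beside its kinases, so its counts do not give the activity of the pathway. MDM2 and CDKN1A are also in the list of p53 targets.

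Among 106 measured receptors, ligands and matrix proteins that feed into the pathway, 11 were lower and 35 higher (14 lower and 37 higher when adjusted over the list alone). The lower members with the smallest adjusted p were GNG4, with a log2 fold change of -2.33, fibronectin and the placental lactogens CSH1 and CSH2, whose reads may be shared. LAMB4, a laminin chain, had a log2 fold change of 5.06, and LAMA1, LAMB3 and ITGB4 were the other higher members with the smallest adjusted p. Lower genes were enriched in this list (odds ratio 5.98, adjusted p = 6.28e-05 from Fisher's exact test), and so were higher genes (odds ratio 4.75, adjusted p = 4.25e-10). Its matrix members, such as FN1, LAMA1 and LAMB3, are largely also in the extracellular matrix list, so the results of these lists are not separate. Camera did not place the list apart from the other genes (adjusted p = 0.998), while fry placed its members higher against no change (adjusted p = 0.0229), with a median of 0.27 and a mean of 0.69. Fry placed the housekeeping genes higher too (adjusted p = 0.0209, median 0.20), so its result does not set this list apart from them.

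Lower receptors, ligands and matrix proteins numbered 23 and 18 after rescaling by the median of ratios and after quantile normalization, 22 without ATOH8-KD replicate 3 and 20 with the trend on length and GC content removed, and higher ones 20 without ATOH8-KD replicate 1, 22, 19 and 19 without control replicates 1, 2 and 3 and 23 with no filter. Lower core genes numbered 2 and 3 after these rescalings and 2 without ATOH8-KD replicate 3, higher core genes 3 without ATOH8-KD replicate 1 and 2 without control replicate 1, 2 or 3. IRS1 lost its call without ATOH8-KD replicate 1 (adjusted p = 0.0104 from limma), CDKN1A and MDM2 lost theirs without each control replicate (adjusted p = 0.0110 to 0.0128), and MDM2 also lost its call after both rescalings (log2 fold changes of 0.87 and 0.89).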

The KEGG pathway analysis^30^ of downregulated DEGs highlighted a significant attenuation of the PI3K-AKT signaling pathway in ATOH8-depleted EVTs (Fig. 4F), which is critical for trophoblast survival and invasion^31^.

Notably, ATOH8 operates within a cooperative transcriptional network. Previous studies identified several key regulators of EVT, including ASCL2, DLX5, DLX6, NRIP1, TFAP2C, and ZNF439^11,13^. We found that KD of these EVT regulators resulted in a reduction in ATOH8 expression (Fig. 4G), while depletion of ATOH8 reciprocally decreased the expression of these EVT factors (Fig. 4H). 

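DLX5 and DLX6, neighbouring homeobox genes, were lower in ATOH8-KD EVTs, as was ZNF439, a zinc finger gene. DLX5 fell from 61.7 ± 3.82 to 15.7 ± 3.31 TPM (SD, n = 3), a log2 fold change of -1.98 (standard error 0.18, adjusted p = 0.000514 from limma). DLX6 fell from 30.1 ± 1.55 to 5.20 ± 0.95 TPM, a log2 fold change of -2.52 (standard error 0.18, adjusted p = 0.00021 from limma), and ZNF439 from 17.1 ± 1.56 to 4.79 ± 0.53 TPM, a log2 fold change of -1.81 (standard error 0.17, adjusted p = 0.000598 from limma). SNAI1, a repressor of E-cadherin, fell from 104 ± 6.23 to 41.2 ± 7.05 TPM, a log2 fold change of -1.35 (adjusted p = 0.00143 from limma). NRIP1, a nuclear receptor corepressor, was at 118, 75.4 and 97.9 TPM in control replicates 1, 2 and 3 and at 23.8, 15.3 and 54.1 TPM in ATOH8-KD replicates 1, 2 and 3, and its log2 fold change of -1.82 did not pass the p threshold (standard error 0.44, adjusted p = 0.0226 from limma). EPAS1, which encodes HIF-2 alpha, and DLX3 had log2 fold changes of -0.96 (adjusted p = 0.108 from limma) and -0.63 (adjusted p = 0.0285). TFAP2C, an AP-2 factor, was at 101 ± 5.63 TPM in control EVTs and 98.1 ± 29.4 TPM in ATOH8-KD EVTs, with a log2 fold change of -0.09 (standard error 0.22, adjusted p = 0.805 from limma). TCF4 did not reach 0.5 TPM in any library and was not tested.

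Of the 9 EVT transcription factors measured, ASCL2 included, 4 were lower and 0 higher in limma (5 and 0 when adjusted over the list alone; 8 lower and 0 higher at an unadjusted p under 0.05). The list was lower than the other genes in camera (adjusted p = 8.55e-07; adjusted p = 0.476 with an estimated correlation), and its odds ratio among lower genes was 40.6 (adjusted p = 0.00013 from Fisher's exact test). NRIP1 passed the thresholds after rescaling by the median of ratios (-2.02), after quantile normalization (-1.98), without ATOH8-KD replicate 3 (-2.32) and with the trend on length and GC content removed (-1.47), and EPAS1 without ATOH8-KD replicate 3 (-1.40, adjusted p = 0.00307 from limma). The log2 fold change of TFAP2C was -0.29 after rescaling by the median of ratios, -0.22 after quantile normalization, -0.31 without ATOH8-KD replicate 3 and 0.10 without ATOH8-KD replicate 2. In the list, 3 factors were lower without control replicate 1, 2 or 3, when SNAI1 lost its call. ATOH8 in EVTs lacking the other factors was not analysed here. From the lower levels of EVT genes and factors after the loss of ATOH8, the lower ATOH8 after the loss of the factors and the likeness of the resulting profiles, the paper concludes that ATOH8 is a central regulator of EVT formation that acts together with the other factors.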

The global transcriptomic profiles of cells lacking an individual TF showed striking similarities (Fig. 4I), indicating a tightly interconnected regulatory circuit. In summary, these findings demonstrate that ATOH8 functions as a central regulator of EVT formation by modulating the expression of EVT-specific genes in concert with other key transcriptional regulators.

## Discussion

In this study, we identify ATOH8 as a critical regulator of human trophoblast differentiation. We mapped the expression patterns and functional roles of ATOH8 across different trophoblast lineages, highlighting its importance in EVT differentiation. We found that ATOH8 is dispensable for the self-renewal of human TSCs, as its depletion did not impact TSC morphology, proliferation, or expression of stemness markers such as TP63 and TEAD4. Supporting this observation, qRT-PCR and scRNA-seq data confirmed minimal ATOH8 expression in undifferentiated TSCs. This indicates ATOH8 is not a core component of the TSC maintenance machinery but becomes functionally critical during lineage commitment. This finding aligns with established paradigms in stem cell biology, where specific TFs are recruited exclusively during differentiation rather than stem cell maintenance^32–34^.

In contrast to its negligible role in TSCs, ATOH8 is essential for the differentiation of TSCs into EVTs. Time-course expression analyses revealed a robust upregulation of ATOH8 specifically during EVT differentiation, while no notable changes occurred during the formation of ST. This highlights ATOH8’s specific role in driving EVT-related transcriptional programs. Depleting ATOH8 severely impacted EVT development, resulting in morphological defects, reduced expression of EVT markers, and decreased invasiveness—key characteristics of EVT function in placental implantation^35^. Notably, ATOH8-deficient cells maintained high levels of TSC marker TEAD4, indicating that ATOH8 is necessary to suppress stemness and activate EVT-specific transcriptional programs during EVT differentiation. The increased expression of ATOH8 in EVTs, confirmed by bulk RNA sequencing, quantitative RT-PCR, and single-cell RNA sequencing, further emphasizes its crucial role in these cells. Interestingly, ATOH8 expression significantly increases after 4 days of EVT differentiation, indicating that ATOH8 may be more critical for EVT maturation than its initiation. Additional studies are needed to elucidate the stage-specific roles of ATOH8 during EVT differentiation.

While ATOH8 is crucial for EVT differentiation, its forced expression in undifferentiated TSCs under conditions that promote self-renewal does not strongly induce EVT markers. This suggests that additional signals are needed to fully activate ATOH8’s regulatory capabilities. It aligns with the notion that transitions in cell fate require well-coordinated signaling and transcriptional regulation^36,37^. Intriguingly, ectopic ATOH8 expression during ST differentiation disrupted cell fusion, suppressed ST markers, and aberrantly induced EVT markers. These context-dependent effects imply that ATOH8 levels must be precisely regulated in both space and time to ensure correct lineage specification, potentially acting as a molecular switch for determining trophoblast fate. Such context dependency is similar to findings in other biological systems, where TFs have lineage-instructive roles only in environments that support these processes^38–40^.

Our transcriptome analysis of ATOH8-depleted EVTs revealed significant changes in gene expression, with 1968 genes upregulated and 1071 genes downregulated. The downregulated genes were enriched in biological processes critical for EVT differentiation, such as extracellular matrix organization, blood vessel development, and placenta development, mirroring the observed invasive and developmental defects. Conversely, the upregulated genes were associated with cell junction organization and epithelial proliferation, reflecting a failure to adopt the invasive, mesenchymal-like phenotype characteristic of EVT.

The diminished invasive capabilities caused by ATOH8 depletion correlate with the downregulation of genes enriched in pathways related to extracellular matrix organization and blood vessel development in ATOH8-deficient EVTs. GSEA confirmed ATOH8’s dual role in activating EVT-specific programs and repressing stemness-associated genes. Additionally, the KEGG pathway analysis highlighted the downregulation of the PI3K-AKT signaling pathway, which is known to regulate trophoblast invasion and placental development^31,41^. This suggests that the PI3K-AKT pathway may act downstream of ATOH8, mediating its pro-invasive effects.

EVTs are crucial for invading the maternal decidua and remodeling spiral arteries to establish the maternal–fetal interface^42^. Our findings emphasize the functional significance of ATOH8 in EVT differentiation. Therefore, it is reasonable to speculate that ATOH8 may be involved in pregnancy-related disorders, such as preeclampsia, where EVT dysfunction is a prominent feature^43^. Future studies should investigate the upstream regulators of ATOH8, its direct transcriptional targets, and its interactions with pathways such as PI3K-AKT. Additionally, the effects of ATOH8 OE should be explored to assess its therapeutic potential in modulating trophoblast differentiation. Comparative studies across species could further clarify whether ATOH8’s role is evolutionarily conserved. In summary, ATOH8 is dispensable for TSC self-renewal but essential for EVT formation. It plays a central role in EVT differentiation and placental development within a transcriptional network that activates invasion-associated programs while suppressing stemness. Its strict lineage specificity and context-dependent activity underscore the precision of trophoblast lineage regulation, ensuring balanced differentiation into STs and EVTs. Further investigation into the mechanisms and clinical implications of ATOH8 is crucial for advancing our understanding of placental biology and pathology.

## Materials and methods

### Cell culture

Human TSCs were obtained from Dr. Takahiro Arima and maintained following established protocols^44^. Cells (CT27) were cultured on collagen IV-coated dishes (5 μg/ml; Corning) in DMEM/F12 basal medium (Gibco) supplemented with 1% ITS-X (Gibco), 0.3% BSA (Sigma-Aldrich), 0.2% FBS (GeminiBio), 0.1 mM β-mercaptoethanol (Sigma-Aldrich), 0.5% Penicillin–Streptomycin (Gibco), 0.5 μM A83-01 (Wako Pure Chemical Corporation), 0.5 μM CHIR99021 (Selleck Chemicals), 0.5 μM SB431542 (Stemcell Technologies), 5 μM Y27632 (Selleck Chemicals), 0.8 mM VPA (Wako Pure Chemical Corporation), 50 ng/ml EGF (PeproTech), and 1.5 μg/ml L-ascorbic acid (Sigma-Aldrich). Cultures were maintained at 37 °C in a 5% CO_2_ humidified incubator with daily medium replacement. At 70–80% confluence, cells were dissociated using TrypLE (Gibco) for 5 min at 37 °C and passaged at a 1:3 split ratio onto fresh collagen IV-coated dishes.

### TSC differentiation into ST and EVT

TSCs were differentiated into STs or EVTs using established methods^44^. For ST differentiation, 2.5 × 10^5^ cells were seeded in 6 cm low-binding dishes containing 3 mL of ST differentiation medium: DMEM/F12 (Gibco) supplemented with 50 ng/ml EGF (PeproTech), 0.3% BSA (Sigma-Aldrich), 0.1 mM β-mercaptoethanol (Sigma-Aldrich), 4% KnockOut Serum Replacement (KSR; Gibco), 2 μM forskolin (Tocris), 0.5% Penicillin–Streptomycin (Gibco), 1% ITS-X (Gibco), and 2.5 μM Y27632 (Selleck Chemicals). The medium was replaced on day 3, and STs were collected on day 5, followed by washing to remove non-viable cells. For EVT differentiation, 7.5 × 10^4^ cells/well were plated in collagen IV-coated (1 μg/ml; Corning) 6-well plates and cultured in 2 mL EVT differentiation medium: DMEM/F12 (Gibco) containing 4% KSR, 0.5% Penicillin–Streptomycin, 0.3% BSA, 0.1 mM β-mercaptoethanol, 1% ITS-X, 7.5 μM A83-01 (Wako), 2.5 μM Y27632, and 100 ng/ml NRG1 (PeproTech). Matrigel (Corning) was added immediately post-seeding to a final concentration of 2%. On day 3, the medium was replaced with NRG1-free EVT medium containing 0.5% Matrigel. By day 6, cultures were transitioned to KSR- and NRG1-free EVT medium with 0.5% Matrigel. Differentiated EVTs were harvested on day 8 for downstream analyses.

### Virus production and ATOH8 knockdown

Short hairpin RNAs (shRNAs) targeting ATOH8 were purchased from Sigma-Aldrich (Supplementary Table 2). 

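ATOH8 lies on the plus strand of chromosome 2 of GRCh38, from 85751344 to 85791383. The shRNA listed for it holds the 21-base target GAACGGCCTTAAGAAGCTCAA, which matched the genome exactly at 1 place, chromosome 2 from 85754249 to 85754269. This lies in exon 1 of the 3 exons of the transcript ENST00000306279.4, at bases 259 to 279 of its 5658, within the coding sequence, which has 963 bases without the stop codon. With 30 bases of reference sequence on each side the site reads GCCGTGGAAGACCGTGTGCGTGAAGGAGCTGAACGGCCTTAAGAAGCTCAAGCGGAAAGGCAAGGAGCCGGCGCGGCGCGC. Exon 1 runs from 85753991 to 85754957, exon 2 from 85763991 to 85764182 and exon 3, which holds the 3' untranslated region, from 85786885 to 85791383. The guide strand of the hairpin is TTGAGCTTCTTAAGGCCGTTC, separated from the target strand by the loop CTCGAG. In the GENCODE v44 annotation, 1 gene had a transcript with the target. The same oligonucleotide table gives no sequence for a control hairpin.

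**Figure D3:**
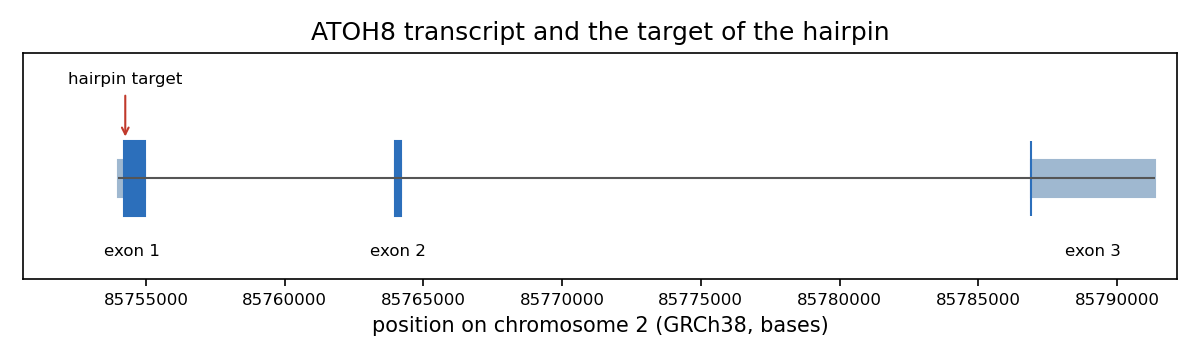
Map of the ATOH8 transcript ENST00000306279.4 on chromosome 2 of GRCh38 (positions in bases), with exons as boxes, the coding sequence as taller boxes and the target of the shRNA marked in exon 1, at 85754249 to 85754269.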

7.3 × 10^6^ 293 T cells were transfected with 2.5 μg of ATOH8 shRNA, 1.7 μg of Δ8.9, and 0.8 µg of VSVG using 15 μl of a GenJet transfection reagent (SignaGen) to generate lentiviruses expressing an ATOH8 shRNA. After 24 h, the medium was replaced with TSC culture medium, and viral supernatant was harvested 48 h post-transfection, filtered with a syringe filter (0.45 µm), and used to infect 2.5 × 10^5^ TSCs/well in 12-well plates. Infected cells were incubated overnight, and the medium was replaced with fresh TSC culture medium supplemented with puromycin to select for the infected cells. Knockdown efficiency and transcriptomic changes were assessed 72 h post-infection.

### Cell proliferation assay

TSC proliferation was quantified using a CCK8 assay (Abcam). Approximately 3 × 10^3^ TSCs, treated with either TCF7L2 shRNA virus or a negative control virus (NC), were suspended in 100 µl of media and seeded in triplicate into 96-well plates. On days 0, 1, 2, and 3, 10 µl of the CCK8 solution was added to each well, followed by a 1.5-h incubation at 37 °C. Optical density was measured at 460 nm using a microplate reader (Thermo Fisher Scientific).

### Generation of inducible ATOH8-overexpressing cells

For doxycycline-inducible ATOH8 expression, TSCs (CT27) were co-transfected with the pSBFB-ATOH8 vector, BirA biotin ligase plasmid, and SB100 transposase plasmid (Addgene, #34,879) using Lipofectamine 3000. Transfected cells were selected with puromycin (1 μg/ml) and G418 (400 μg/ml) for 7 days. ATOH8 expression was induced with 1 μg/ml doxycycline (Fisher Scientific) for 24–48 h prior to experiments. No doxycycline treatment is used as a control.

### Western blot analysis

Cells were lysed in 4X Laemmli sample buffer (Bio-Rad, 1,610,747) containing 2-Mercaptoethanol (MilliporeSigma, M3148) and denatured at 90 °C for 10 min. Proteins were separated by electrophoresis on 10% SDS-PAGE gels and transferred to PVDF membranes (MilliporeSigma, IPVH00010). Membranes were blocked for 60 min at room temperature in 5% skim milk (Bio-Rad, 1,706,404) prepared in TBST. Primary antibodies [GAPDH (Santa Cruz, sc-32233) and Streptavidin-HRP (Cytiva, RPN1231)] were applied overnight at 4 °C. After TBST washes, membranes were incubated with secondary antibody (except for Streptavidin-HRP, which required no secondary due to its HRP conjugate) for 1 h at room temperature, followed by further TBST washes. Proteins were detected using ECL reagent (Fisher Scientific, 45-002-401) and visualized on an iBright CL100 system (Thermo Fisher Scientific).

### Invasion assay

The cellular invasion capacity was assessed using an adapted chamber-based protocol^45^. Briefly, Molecular Probes Secure Seal Hybridization Chambers (Thermo Scientific, S24732) were UV-sterilized for 1 h and mounted onto 12-well plates. A 2:1 (v/v) mixture of Matrigel (Corning) and EVT differentiation medium was polymerized in the chambers for 1 h at 37 °C under 5% CO_2_. Subsequently, 5 × 10^4^ cells suspended in 30 μL EVT medium were seeded into each chamber and allowed to adhere for 1 h in a tilted orientation to promote uniform cell–matrix interaction. Following adhesion, 1 mL of EVT medium was added per well. The culture medium was refreshed on days 3 and 6, following the EVT differentiation protocol. Invasion dynamics were monitored using an EVOS microscope (Thermo Fisher Scientific), with images captured at defined intervals.

### Reverse transcription-quantitative polymerase chain reaction (RT-qPCR)

Total RNA was isolated using the GeneJet RNA Purification Kit (Thermo Scientific, K0731). cDNA synthesis was performed with 500 ng RNA using SuperScript™ III First-Strand Synthesis SuperMix (Thermo Fisher Scientific, 18,080,400), followed by a 20-fold dilution in nuclease-free water. RT-qPCR reactions were conducted in triplicate using PowerTrack™ SYBR Green Master Mix (Thermo Fisher Scientific, A46110) with 2 μL cDNA per reaction. Primers were designed using Primer3 (http://bioinfo.ut.ee/primer3/) and validated for specificity. All primer sequences are provided in Supplementary Table 2. Amplification was performed on a QuantStudio 6 Flex Real-Time PCR System (Thermo Fisher Scientific), with cycle threshold (Ct) values normalized to *GAPDH* as an endogenous control. Relative gene expression was calculated using the 2^(− ΔΔCt) method. In Fig. 1A, we presented gene expression levels relative to GAPDH within each cell type, rather than displaying fold changes between different cell types.

### RNA sequencing and transcriptomic analysis

RNA sequencing was conducted to characterize global transcriptional profiles. Libraries were prepared from 500 ng total RNA using the NEBNext Ultra II RNA Library Prep Kit (NEB, E7770). Polyadenylated mRNA was enriched via oligo(dT) magnetic beads (NEB, E7490), followed by cDNA synthesis with random primers and purification using NEBNext Sample Purification Beads (NEB, E7767). Double-stranded cDNA underwent end repair, adapter ligation (with unique barcodes), and PCR amplification. Libraries were sequenced on an Illumina NextSeq 2000 platform (50 bp paired-end reads). Raw reads were aligned to the human reference genome (GRCh38) using Salmon (v1.10.1)^27^ , with transcript abundance quantified as transcripts per million (TPM) via tximport (v1.18.0)^46^. Count normalization and differential expression analysis were performed using DESeq2 (v1.30.1)^28^, applying the median-of-ratios method. Differentially expressed genes (DEGs) were identified with thresholds of |log2(fold change)|> 1 and adjusted *p* value < 0.01. Other RNA-seq data used in this study were obtained from the published data (GSE212267 and GSE154350).

### Gene ontology analysis

To identify enriched Gene Ontology (GO) terms, Metascape^47^ was used to identify enriched biological processes for DEGs. Enriched KEGG pathways were identified using the DAVID functional annotation tool^48^.

### Correlation analyses

A pair-wise Pearson correlation coefficient between the target genes of two TFs was calculated for each pair of TFs. Clustering analysis and visualization of the data were done with Cluster 3.0^49^ and Java Treeview^50^, respectively.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

## Data Availability

All sequencing data we generated were uploaded onto the Gene Expression Omnibus (GEO) with an accession number of GSE293496. The data utilized in this research (GSE293496) is available through the following token: upqzkwuqxditrgx. Additional inquiries regarding the data may be directed to the provided email address: .

# Supplementary material for: ATOH8 is crucial for the differentiation of human trophoblast stem cells into extravillous trophoblasts
**Source:** Sci Rep. 2025 Nov 4;15:38582. doi: 10.1038/s41598-025-22484-3
**Supplement:** Supplementary file 1 — Supplementary Information 1.

Supplementary Figures

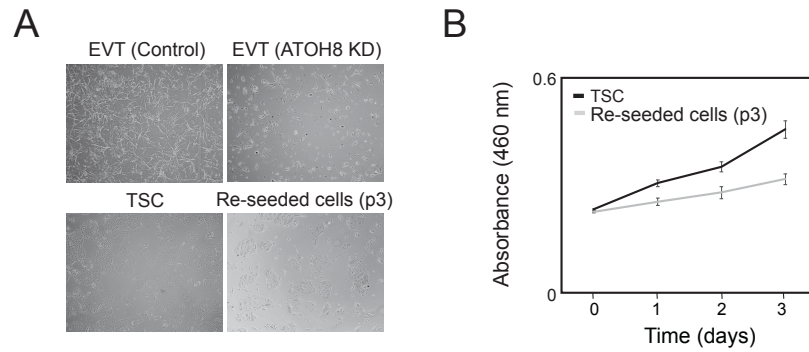

Supplementary Figure 1. Reseeding ATOH8-depleted EVT-derived cells in TSC medium. A) Bright-field images of control EVT, ATOH8 knockdown (KD) EVT, undifferentiated TSCs, and cells reseeded from ATOH8 KD EVTs after three passages (re-seeded cells). **B)** Line graph showing proliferation rates of TSCs and re-seeded cells at passage 3 (P3). Error bars represent the mean $\pm$ SD from three independent biological replicates.

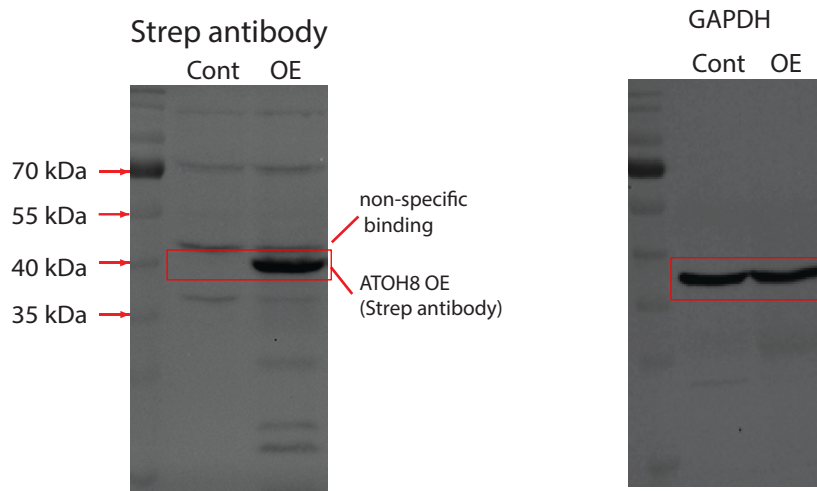

Supplementary Figure 2. Western blot analysis of ATOH8 in ATOH8-OE TSCs and control cells using a streptavidin antibody. The red rectangular outlines the cropped area for Figure 3C.

How the deposited data were processed for this re-analysis (not part of the article)

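RNA-seq libraries from 3 control EVT and 3 ATOH8-KD EVT samples, all derived from the established TSC line CT27 and harvested on day 8 of differentiation, were compared. Conditions and replicate numbers were taken from the sample labels and the paper, and all 6 libraries were mapped. The libraries were made from polyadenylated RNA with random primers, and the sources used here do not state that strand was used.

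The authors deposited a table of TPM per gene for the whole series. By the paper's methods, the authors quantified the reads with Salmon against GENCODE v37 transcripts of GRCh38, summarised them to TPM with tximport and compared the groups with DESeq2 after median-of-ratios normalization. The submitters' processing notes name Salmon, DESeq2 1.30.1 and hg38. The TPM values are relative to the total of each library and to transcript length, so neither the counts nor the depth of a library can be recovered from them, and no count model was used here. Of the 60880 names in the table, 60262 (99.0%) were found in GENCODE v44, which gave gene types and coordinates on GRCh38. The share of identical values between any 2 libraries was at most 0.53% of the genes tested, so no library was present more than 1 time.

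From the deposited TPM values, log2(TPM + 0.1) was computed and the groups were compared with limma 3.58.1 in R 4.3.3, moderated with an intensity trend, over the 16651 genes with a TPM of at least 0.5 in at least 3 of the 6 libraries (12782 protein coding, 2019 named by an Ensembl identifier). P-values were adjusted by Benjamini-Hochberg over all genes tested. Genes were called at an absolute log2 fold change above 1 and an adjusted p under 0.01, as in the paper. Means are given with the SD over 3 libraries. With 3 libraries against 3, an exact two-sided permutation test cannot give a p under 0.1. The script was tested on simulated data with the real means and 50 changed genes at each size: of changes of 1.5, 2, 3 and 4 on the log2 scale, 22%, 36%, 70% and 76% were recovered, with 1 call among 16451 unchanged genes. With so few changed genes the Benjamini-Hochberg adjustment was stricter than in the real comparison, where 1915 genes were called. The shares recovered therefore do not carry over to it, and how many changes of moderate size were missed is unknown.

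Principal components were computed on the 500 most variable genes, centred and not scaled. The 40 gene lists were written from textbook knowledge before the data were examined, as were the thresholds and nearly all alternative settings. The names of differentially expressed genes in Supplementary Table 1 of the paper had been seen by then, so the lists are not blind to the paper's calls and their directions are not independent evidence. For each list the members called were counted over all genes tested and over the list alone. Each list was compared with all other genes by camera with a preset correlation of 0.01 and again with the correlation estimated, its members were tested against no change by fry, and its overlap with the called genes was tested by Fisher's exact test with the genes tested as background, all adjusted over the lists. Of the 40 lists, 20 had a camera adjusted p under 0.05 with the preset correlation and 0 with the estimated correlation (smallest adjusted p = 0.322), while 28 had an adjusted p under 0.05 with fry. Since fry tests against no change and the median of all genes tested was 0.19, a shift shared by most genes can enter its results.

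The genes named were chosen by a rule fixed in advance: every gene the paper names, the 10 largest rises and 10 largest falls among called genes with a mean of at least 5 TPM in the higher group, no overlap between the groups and a symbol, and up to 4 called members of each list per direction with the smallest adjusted p (in a list without calls, the 2 most abundant members). The genes named by size and list position were not chosen from the paper's values, but the direction of many could be read from Supplementary Table 1.

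The target of the shRNA was taken from Supplementary Table 2 and located by exact search of both strands of GRCh38 and of the GENCODE v44 transcripts. Alternatives covered the pseudocount, the filter, the scaling of the libraries, removal of the mitochondrial genes, the variance model, the thresholds, a replicate block and leaving out each library. Chosen after the data were examined were the removal of a trend with transcript length and GC content, which was measurable for 12727 genes (76.4% of those tested, so it is void as a check on the other genes), the restriction to genes with a protein-coding transcript and the replicate block with that trend removed. Genes of the Y chromosome and XIST were left out of the genes named by size. They were not removed before testing or from the counts. The RT-qPCR, imaging, invasion and overexpression experiments of the paper and the transcriptomes of EVTs lacking other factors were not analysed here.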

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

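The tests of a wrong label, of the loss of all mitochondrial RNA and of the response to the hairpin or virus were chosen after their results were seen, and the removal of the length and GC trend was added as a setting after the data were examined. Each gene list here was set apart from the other genes by camera with the preset correlation on the values as deposited, and none with an estimated correlation. The results section of the paper does not take up these lists, while its introduction links ATOH8 to hypoxic stress.

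Lower genes depended on ATOH8-KD replicate 3, with 325 over all libraries and 808 without it. A wrong label is argued against, since ATOH8 in this library was at 34.9% of the lowest control library. A few abundant transcripts are argued against as well, since the share of its 20 most abundant transcripts lay only 2.45 percentage points outside the range of the other 5 libraries. A trend with transcript length and GC content is argued against as the whole cause, since over the 12727 genes with a protein-coding transcript the lower genes numbered 362 before its removal and 454 after it, 1.25 times as many, and 751 after it without the replicate. The scaling to a common total is argued against as the whole cause, since after rescaling by the median of ratios there were 679 lower genes and 1090 without the replicate, a ratio of 1.61 against 2.49 as deposited and a bound of 1.5 set beforehand, while a difference in how far this sample had differentiated was not tested.

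Mitochondrially encoded mRNAs were lower in 4 of 13 members (MT-ND5, MT-ATP8, MT-ND2 and MT-ND4) and higher in 0 in limma (12 lower and 0 higher when adjusted over the list alone; 12 and 0 at an unadjusted p under 0.05), with a median log2 fold change of -2.06, camera adjusted p = 4.43e-08 and adjusted p = 0.476 with an estimated correlation. The calls numbered 0 without control replicate 1, 2 or 3 and with no filter, 11 and 2 without ATOH8-KD replicates 1 and 2, and between 7 and 12 with a filter of 2 TPM, group weights, the replicate block, protein-coding genes alone and the trend removed, and MT-ATP8 overlaps MT-ATP6. The share of TPM held by these mRNAs was 7.10%, 7.20% and 6.49% in control replicates 1, 2 and 3 and 3.83%, 1.72% and 1.61% in ATOH8-KD replicates 1, 2 and 3. A trend with length and GC content is argued against by the median of -2.07 after its removal. Loss of mitochondrial RNA of every class cannot be told apart, since the 22 tRNA genes tested had a median of 0.30 with a median standard error of 0.89, too wide for TPM of such short RNAs, while the rRNA genes had a median of -0.87, and a lower mitochondrial content stays untested.

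Interferon-stimulated genes were higher in 19 of 49 members and lower in 0 in limma (24 and 0 when adjusted over the list alone; 37 higher and 1 lower at an unadjusted p under 0.05), with a mean of 1.49, camera adjusted p = 3.34e-07 and adjusted p = 0.732 with an estimated correlation. IFI6 was at 628, 687 and 705 TPM in control replicates 1, 2 and 3 and at 5155, 7297 and 6535 TPM in ATOH8-KD replicates 1, 2 and 3, and IFI27, IFI35 and IFITM3, whose relatives may share reads, had log2 fold changes of 2.89, 2.29 and 2.18. The higher members numbered 8 without ATOH8-KD replicate 1 and 11, 10 and 9 without control replicates 1, 2 and 3. A trend with length and GC content is argued against, since 29 members were higher after its removal. Of the 49 members, 36 were higher in every ATOH8-KD library than in every control library (73.5%, against 33.9% of all genes tested, where chance gives 2.45 members). A different response to the hairpin or the virus cannot be told apart from an effect of ATOH8, since only 1 hairpin was used. The control EVTs are labelled as control KD with a WT genotype. The sources used here do not describe which hairpin or virus, if any, they received.

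Keratins were higher in 4 of 13 members, described beside the cell junctions. P53 targets were higher in 9 of 28 members and lower in 0 in limma (10 and 0 when adjusted over the list alone; 18 and 0 at an unadjusted p under 0.05; camera adjusted p = 0.000167; adjusted p = 0.745 with an estimated correlation), with log2 fold changes of 2.16, 2.27, 2.19 and 1.43 for DDB2, FDXR, PLK3 and TRIAP1, and in 5 without control replicate 1, 2 or 3. Genes of the integrated stress response were higher in 7 of 26 members and lower in 0 in limma (7 and 0 when adjusted over the list alone; 16 higher and 1 lower at an unadjusted p under 0.05; camera adjusted p = 0.00765; adjusted p = 0.918 with an estimated correlation; camera adjusted p = 0.0510 with the length and GC trend removed, against 0.0143 on the same genes with it kept), with NUPR1, STC2, SLC3A2 and VLDLR at 2.24, 2.67, 1.26 and 1.53 (all but NUPR1 lost without control replicates 2 and 3, SLC3A2 and VLDLR also without control replicate 1 and VLDLR without ATOH8-KD replicate 1, adjusted p = 0.0102 to 0.0129 from limma), and in 4 without ATOH8-KD replicate 1 and 2, 1 and 1 without control replicates 1, 2 and 3. YAP-TEAD targets were higher in 7 of 23 members and lower in 0 in limma (7 and 3 when adjusted over the list alone; 14 higher and 3 lower at an unadjusted p under 0.05; camera adjusted p = 0.0262; adjusted p = 0.923 with an estimated correlation), with ANKRD1 and IGFBP3 at 4.28 and 5.36, and 2 members were lower without ATOH8-KD replicate 3, after rescaling by the median of ratios and after quantile normalization. Genes of NF-kB and inflammation were higher in 6 of 15 members and lower in 1 (9 and 1 when adjusted over the list alone; camera adjusted p = 0.00354; adjusted p = 0.476 with an estimated correlation), with BIRC3, CXCL2, IL1A and TNF higher, all with means under 4 TPM, TNFAIP2 lower (-1.18; adjusted p = 0.0105 from limma without control replicate 2), and 3 higher with a filter of 2 TPM. Nuclear genes of oxidative phosphorylation were higher in 7 of 76 members and lower in 0 in limma (9 and 0 when adjusted over the list alone; 45 and 0 at an unadjusted p under 0.05; camera adjusted p = 0.00137; adjusted p = 0.861 with an estimated correlation), a share of higher genes like that of the other genes (odds ratio 0.961 in Fisher's exact test), among them NDUFC2 and NDUFS6 at 1.65 and 1.94 (NDUFS6 adjusted p = 0.0104 from limma without ATOH8-KD replicate 1), and in 1, 2 and 21 without ATOH8-KD replicates 1, 2 and 3, 2 without control replicate 1, 2 or 3, 2 with no filter and 2 after either rescaling. Genes of the hypoxia response were lower in 3 of 46 members and higher in 5 (3 and 5 when adjusted over the list alone; camera adjusted p = 0.0266; adjusted p = 0.924 with an estimated correlation; fry adjusted p = 0.897; Fisher's exact test adjusted p = 0.147 for lower genes), with ANGPTL4, SLC16A3 and TMEM45A lower (-1.22, -1.35 and -1.01) and CA12 and EGLN3 higher (2.44 and 2.32), and the lower members numbered 0 without ATOH8-KD replicate 1 or control replicate 1, 2 or 3 and 7 without ATOH8-KD replicate 3, the higher members 3, 3, 2 and 2 without ATOH8-KD replicate 1 and control replicates 1, 2 and 3. Stromal markers were higher in 6 of 8 members and lower in 0 in limma (6 and 0 when adjusted over the list alone; 6 and 0 at an unadjusted p under 0.05; camera adjusted p = 0.0111; adjusted p = 0.476 with an estimated correlation), with COL1A2 and COL3A1 at 3.37 and 4.75, and in 3 without ATOH8-KD replicate 1 or control replicate 1, 2 or 3. Pluripotency genes were lower in 3 of 8 members (DNMT3L, LIN28A and DPPA4) and higher in 0 in limma (3 and 0 when adjusted over the list alone; 6 lower and 1 higher at an unadjusted p under 0.05; camera adjusted p = 7.06e-05; adjusted p = 0.476 with an estimated correlation), DPPA4 with a log2 fold change of -2.11 (adjusted p = 0.0101 from limma without control replicate 3).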

How the results depend on the processing

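Of the settings here, the length and GC trend, the replicate block with that trend removed and the restriction to genes with a protein-coding transcript were chosen after the data were examined. No called gene among the 176 named changed direction in any setting, and the call of ATOH8 was lost only without control replicate 1, 2 or 3 (log2 fold change -1.78 to -1.64 over all libraries left out in turn), where fewer libraries were compared. Higher TSC and CT markers and higher cell junction genes numbered within 1.5 times of 15 and 29 in all settings. In the values as deposited, replicate numbers did not pair the libraries (correlations of same-numbered deviations -0.081, 0.216 and 0.0055). Only replicates 2 were each other's best match by number. The replicate block gave 1246 higher and 271 lower genes and 3 higher genes of S phase. With the length and GC trend removed, 1606 genes were higher and 454 lower without the block, and 1842 and 562 with it. Correlations of deviations were not computed on the values with the trend removed, so a pairing hidden by the trend stays open. The block with the trend removed gave 7 lower EVT transcription factors, 19 lower vessel genes and 13 lower placenta genes. It also gave 19 higher genes of mitosis and 21 lower PI3K-AKT receptors, ligands and matrix genes. With no filter, which tests more genes, 1021 genes were higher and 176 lower, with 9 EVT markers, 11 matrix and 6 vessel genes lower and 3 genes of S phase, 7 of mitosis and 23 PI3K-AKT receptors, ligands and matrix genes higher. Rescaling by the median of ratios gave 679 lower genes (32 matrix, 19 vessel, 15 placenta, 2 PI3K-AKT core and 23 PI3K-AKT receptors, ligands and matrix) and 3 higher genes of S phase, quantile normalization 784 lower genes (17 vessel, 12 placenta, 3 and 18 of these PI3K-AKT lists) and 3 higher genes of S phase, and the trend removed 17 vessel, 12 placenta and 20 PI3K-AKT receptors, ligands and matrix genes lower. With the mitochondrial genes removed, their own list has no value. A variance weight for each group gave 7 higher genes of mitosis. A threshold of adjusted p under 0.05 with no fold gave 3638 higher and 1005 lower genes, and a test against a fold change of 2 gave 443 and 32. The first component held 68.1% of the variance with a pseudocount of 1, and 46.0% to 54.5% with a library left out. Leaving out a library in turn gave 742 to 1715 higher and 89 to 808 lower genes, EVT markers lower 7 to 24, matrix higher 18 to 30 and lower 8 to 28, vessel lower 3 to 21, placenta lower 4 to 14, S phase higher 1 to 7, mitosis higher 4 to 11, PI3K-AKT receptors, ligands and matrix higher 19 to 32 and lower 8 to 22, and PI3K-AKT core lower 0 to 2. The direction was higher in fry, against no change, and lower in camera, against the other genes, for the matrix and vessel lists, which fry did not call (adjusted p = 0.175 and 0.991), and for the PI3K-AKT receptors, ligands and matrix and epithelial-mesenchymal lists, which fry called (0.0229 and 0.00272) and camera did not. Other causes were not tested, and since TPM carries no depth, what depth limits is unknown.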

Differences from the paper's values

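The number of genes lower in ATOH8-KD EVTs was 325 at the thresholds of the paper, and the paper's number is 1071. Among the alternatives set before the data were examined, quantile normalization (784), leaving out ATOH8-KD replicate 3 (808) and an adjusted p under 0.05 with no fold change threshold (1005) came within 1.5 times of it, and the others, rescaling by the median of ratios included (679), did not. The number of higher genes, 1590, was within 1.5 times of the paper's 1968. It was not after rescaling by the median of ratios (1284), after quantile normalization (1110) or at an adjusted p under 0.05 with no fold change threshold (3638). Nor was it with no filter (1021), a filter of 2 TPM (1307), the replicate block (1246) or the test against a fold change of 2 (443). Leaving out ATOH8-KD replicate 1 (774) or 2 (1204) or control replicate 1, 2 or 3 (803, 743 and 742) also put it outside that range. Of the alternatives set beforehand, only leaving out ATOH8-KD replicate 3 (1715 higher and 808 lower) brought both numbers within 1.5 times.

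The first principal component held 44.1% of the variance and the second 22.7%, against about 84% and about 11% in Fig. 4A, read by eye. The paper's text does not name the genes or the transformation behind its analysis. With a pseudocount of 1 the components held 68.1% and 16.4%, within 1.5 times of the paper's values, and with all genes, with each gene scaled or with a library left out they did not reach them together.

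In Fig. 4H the log2 fold changes are about -1.2 for ASCL2, about -2.8 for DLX6 and about -2.1 for ZNF439, read by eye, and the values here were -0.96, -2.52 and -1.81. No error was read from Fig. 4H, so the bound was the moderated SD of a library in limma (0.16, 0.22 and 0.21). Rescaling by the median of ratios (-1.16, -2.73 and -2.02) and quantile normalization (-1.13 for ASCL2 and -2.81 for DLX6) brought all 3 within that SD of the paper's values. Removing the mitochondrial genes did so for DLX6 (-2.60) and ZNF439 (-1.89), and leaving out ATOH8-KD replicate 3 for DLX6 (-2.67), and the other alternatives set beforehand did not. ASCL2 is among the lower genes of Supplementary Table 1 of the paper. It was called here after rescaling by the median of ratios, after quantile normalization, with the mitochondrial genes removed (-1.03), without ATOH8-KD replicate 2 (-1.04) and, with a correction chosen after the values were seen, with the trend on length and GC content removed (-1.48).

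The paper states that TP63 and TEAD4 stayed stable, while its heat map and Supplementary Table 1 place them with the higher genes. It does not say against which cells they were stable, and by RT-qPCR (Fig. 2C) it reports that TEAD4 stayed high in ATOH8-KD EVTs. Here both were higher than in control EVTs, with log2 fold changes of 2.94 and 2.76, and no TSC library was compared. The paper states that the EVT factors fell after depletion of ATOH8. Of the 6 it names, DLX5 (-1.98), DLX6 and ZNF439 were lower, ASCL2 missed the fold threshold, NRIP1 missed the p threshold (-1.82, adjusted p = 0.0226 from limma) and TFAP2C had a log2 fold change of -0.09 (adjusted p = 0.805). The value of TFAP2C was within the moderated SD of a library in limma (0.26) of the about -0.3 read by eye from Fig. 4H. It was -0.29 after rescaling by the median of ratios, -0.22 after quantile normalization and -0.31 without ATOH8-KD replicate 3, without a call in any setting. NRIP1 and EPAS1 are among the lower genes of Supplementary Table 1. NRIP1 was called here after rescaling by the median of ratios (-2.02), after quantile normalization (-1.98), without ATOH8-KD replicate 3 (-2.32) and, with the correction chosen after the values were seen, with the trend removed (-1.47). EPAS1 (-0.96, adjusted p = 0.108) was called without ATOH8-KD replicate 3 (-1.40) and with the replicate block and trend removal chosen after the values were seen (-1.01).

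The paper reports attenuated PI3K-AKT signaling from a KEGG analysis of the lower genes alone. Over the lists used here, 0 core genes were lower and 6 higher in limma (7 lower and 13 higher at an unadjusted p under 0.05), and of the receptors, ligands and matrix genes 11 were lower and 35 higher, with enrichment in both directions. After rescaling by the median of ratios there were 2 lower core genes and 23 lower against 33 higher receptors, ligands and matrix genes. Counts over these hand-written lists are another measure than the KEGG analysis. The core list holds inhibitors of the pathway as well, so its counts do not speak for or against an attenuated activity.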

Other observations

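The test of the splits of the libraries and the seed test were written before their results were seen. The gene lists were written before the deposited values were examined. Supplementary Table 1 of the paper had been seen by then, so the lists are not blind to its calls.

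WNT6 and WNT10A, secreted WNT ligands, rose in ATOH8-KD EVTs from 3.66 ± 0.42 to 90.9 ± 11.3 TPM (SD, n = 3) and from 0.259 ± 0.025 to 10.9 ± 4.46 TPM. WNT7B and the coreceptor LRP5 were higher too, with log2 fold changes of 2.70 and 3.85. Of 35 measured genes of WNT signaling, 11 were higher and 3 lower (11 and 3 when adjusted over the list alone; camera adjusted p = 0.315; fry adjusted p = 0.0209, higher; odds ratio among higher genes 4.36, adjusted p = 0.00149 from Fisher's exact test), the lower ones being the inhibitors NOTUM and SFRP1 (-1.22) and TCF7L2. Genes of contractile cells were higher in 8 of 18 members and lower in 0 in limma (8 and 0 when adjusted over the list alone; 9 higher and 3 lower at an unadjusted p under 0.05; camera adjusted p = 0.187; fry adjusted p = 0.00182, higher; odds ratio among higher genes 7.61, adjusted p = 0.000707 from Fisher's exact test), with the actin genes ACTA1, ACTA2 and ACTG2, near-identical relatives that may share reads, at 3.45, 3.15 and 1.69. The stromal markers described above were also higher, in 6 of 8 members. NOTCH signaling had 4 higher and 0 lower of 17 members in limma (5 and 0 when adjusted over the list alone; 10 higher and 2 lower at an unadjusted p under 0.05; camera adjusted p = 0.315; fry adjusted p = 0.0194, higher), namely NOTCH1, NOTCH3, HES4 and HES6 (2.14, 2.42, 2.03 and 2.18). Targets of TGF-beta and BMP had 4 higher and 0 lower of 17 members in limma (4 and 0 when adjusted over the list alone; 7 higher and 1 lower at an unadjusted p under 0.05; camera adjusted p = 0.4; fry adjusted p = 0.0148, higher), among them BAMBI and NOG, inhibitors of these pathways, at 2.56 and 4.24. Higher WNT genes numbered 5 without ATOH8-KD replicate 1, 7, 5 and 5 without control replicates 1, 2 and 3 and 6 with no filter, lower ones 1 without control replicate 1 or 3, higher contractile genes 5 without ATOH8-KD replicate 1 or control replicate 2, and higher NOTCH genes 2 without ATOH8-KD replicate 1 or control replicate 1, 2 or 3, where NOTCH1 and NOTCH3 lost their calls (adjusted p = 0.0103 to 0.0252 from limma). SFRP1 lost its call without each library except ATOH8-KD replicate 3 (adjusted p = 0.0168 to 0.0484 from limma). Fry placed the housekeeping genes higher as well (adjusted p = 0.0209), so its results alone do not set these lists apart.

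The most abundant transcripts of control EVTs were H19, an imprinted noncoding RNA, at 28495 ± 1091 TPM, CGA at 20214 ± 1247 TPM and CSH1 at 19963 ± 618 TPM. In ATOH8-KD EVTs they were at 15934 ± 1186, 13289 ± 2124 and 5318 ± 1030 TPM. Of 25 measured genes of the imprinted list, 4 were higher and 1 lower (4 and 1 when adjusted over the list alone; camera adjusted p = 0.823; fry adjusted p = 0.0209, higher), with PEG10, OSBPL5, SNRPN and DNMT1 higher (DNMT1, the maintenance methyltransferase, at 2.20) and DLX5 lower, and H19 and IGF2 had log2 fold changes of -0.84 and -0.91, under the fold threshold. Without ATOH8-KD replicate 3, 4 members of this list were lower, and SNRPN lost its call without ATOH8-KD replicates 1 and 2 and control replicates 1 and 3 (adjusted p = 0.0117 to 0.0236 from limma). Of 17 measured genes of HLA class I and antigen presentation, 3 were higher and 1, HLA-G, was lower (3 and 1 when adjusted over the list alone; camera adjusted p = 0.997). CD74 and NLRC5 were at 2.81 and 2.34 and HLA-B at 1.02 (0.82 and 0.84 after the rescalings by the median of ratios and by quantiles, under the threshold), and the higher members numbered 1 with no filter and without each library except ATOH8-KD replicate 3. Amnion markers were higher in 3 of 9 members and lower in 0 in limma (4 and 0 when adjusted over the list alone; 4 higher and 2 lower at an unadjusted p under 0.05; camera adjusted p = 0.487; fry adjusted p = 0.00587, higher), namely IGFBP3, ITGB6 and BAMBI, with a median of -0.04 and a mean of 1.45.

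In the other lists few members were called. Genes of cholesterol synthesis had 2 higher and 0 lower of 24 members in limma (2 and 0 when adjusted over the list alone; 5 higher and 5 lower at an unadjusted p under 0.05; camera adjusted p = 0.487), PMVK and TM7SF2, with 1 higher without ATOH8-KD replicate 1, without control replicate 1, 2 or 3 and after either rescaling. Immediate early genes had 2 higher and 0 lower of 22 (2 and 0 when adjusted over the list alone; 6 higher and 3 lower at an unadjusted p under 0.05; camera adjusted p = 0.872), JUN and DUSP6, with 1 higher without ATOH8-KD replicate 1 or control replicate 1, 2 or 3. Of endothelial markers EGFL7 was higher and 0 were lower among 6 in limma (2 and 2 when adjusted over the list alone; 2 higher and 3 lower at an unadjusted p under 0.05; camera adjusted p = 0.4), and EGFL7 lost its call without ATOH8-KD replicate 1 and each control replicate (adjusted p = 0.0126 to 0.0151 from limma), after both rescalings (0.0157 and 0.0177) and with the length and GC trend removed, a correction chosen after the data were examined (log2 fold change 0.82). Of immune markers CD14, at 0.156 and 1.03 TPM, was higher and 0 were lower among 5 in limma (1 and 1 when adjusted over the list alone; 1 higher and 2 lower at an unadjusted p under 0.05; camera adjusted p = 0.303), and CD14 lost its call without any of the libraries. The unfolded protein response had 0 higher and 0 lower of 20 in limma (0 and 0 when adjusted over the list alone; 4 higher and 0 lower at an unadjusted p under 0.05; camera adjusted p = 0.776), and CALR and PDIA3 had log2 fold changes of 0.44 and -0.38. Ribosomal protein genes had 0 and 0 of 78 in limma (0 and 0 when adjusted over the list alone; 14 higher and 5 lower at an unadjusted p under 0.05; camera adjusted p = 0.4; with the length and GC trend removed, camera placed them lower, adjusted p = 0.0066, against 0.345 on the same genes with it kept), RPS19 at 0.94 (called higher after quantile normalization and without ATOH8-KD replicate 3, adjusted p = 0.00666 and 0.00139 from limma) and RPL41 at 0.11, which was -0.10 after rescaling by the median of ratios, and 3 were higher without ATOH8-KD replicate 3. These camera values use the preset correlation. With an estimated correlation the ribosomal list had a camera adjusted p of 0.9996 as deposited, and this was not run with the trend removed. Housekeeping genes had 0 and 0 of 29 in limma (0 and 0 when adjusted over the list alone; 13 higher and 1 lower at an unadjusted p under 0.05; camera adjusted p = 0.776; fry adjusted p = 0.0209, higher), with ACTB at -0.09 and EEF1A1 at -0.16, which were 0.47 and 0.39 after quantile normalization.

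A hypothesis was that the guide strand of the hairpin acts on 3' untranslated regions as a microRNA would. Genes with the seed match AAGCTCA (1405 of the 12632 tested with such a region) had a mean log2 fold change lower than that of the others by -0.17, but among 420 words of 7 bases with the same composition, 31.4% had a difference as low or lower, so the values argue against such an effect on these genes as a set. The number of genes called was 1915 for the real groups, and of the 10 splits of the libraries into 3 and 3 only 1, the real split, called as many, with at most 2 genes called in the others. With 10 splits a share under 0.05 cannot be reached.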
